# N4‐acetylcytidine in LncRNA *Gm26917* Promotes Translation in Female Germline Stem Cells by Recruiting Ribosomal Protein mRNA via EEF1A1

**DOI:** 10.1002/advs.202520059

**Published:** 2026-03-17

**Authors:** Xinyue Li, Xiaopeng Hu, Ji Wu

**Keywords:** long noncoding RNAs, N4‐acetylcytidine, RNA in situ conformation, sequencing, translation efficiency

## Abstract

N4‐acetylcytidine (ac4C) modification, present in both long noncoding RNAs (lncRNAs) and messenger RNAs (mRNAs), regulates cell fate decisions, yet its role in female germline stem cell (FGSC) development remains poorly understood. Here, we demonstrate that ac4C modification depletion (in vitro or in vivo) impairs FGSC maintenance by disrupting the EEF1A1‐mediated *Gm26917*‐*Rpl10* interaction, leading to attenuated protein synthesis. Reduced ac4C levels suppress FGSC viability and proliferation, dysregulate cell cycle progression, and promote differentiation and apoptosis. Integrated acRIP‐seq and RNA in situ conformation sequencing (RIC‐seq) analyses demonstrate that diminished ac4C modification in lncRNA *Gm26917* compromises its stability and weakens its interaction with *Rpl10*. Strikingly, the reduction of RPL10 is primarily caused by impaired *Gm26917*‐*Rpl10* interaction rather than direct ac4C modification. *Gm26917* or *Rpl10* knockdown disrupts FGSC fate, while ribosome profiling sequencing (Ribo‐seq) reveals that *Gm26917* depletion significantly reduces mRNA translation efficiency (TE), a defect rescued by *Rpl10* overexpression. Furthermore, EEF1A1 disruption diminishes the *Gm26917*‐*Rpl10* interaction and decreases mRNA TE. This work establishes that ac4C modification on lncRNAs governs their spatial interactions with mRNAs, elucidates a novel ac4C‐*Gm26917*‐EEF1A1‐*Rpl10* axis in FGSC maintenance, and provides a potential molecular target for modulating germ cell development and fertility.

## 1 Introduction

The recent discovery of N4‐acetylcytidine (ac4C) modification in long noncoding RNAs (lncRNAs) and messenger RNAs (mRNAs) has unveiled a crucial layer of post‐transcriptional regulation in mammals [1, 2, 3]. As the sole known ac4C writer, N‐acetyltransferase 10 (NAT10) catalyzes cytidine acetylation in mRNA and lncRNA [1, 4], modulating RNA stability and translation efficiency to influence fundamental biological processes including cellular proliferation, differentiation, reprogramming, and embryonic development [5, 6, 7]. Emerging evidence highlights its functional diversity: ac4C modification enhances *Myc* mRNA translation during T cell expansion [8] and displays dynamic spatiotemporal regulation in spermatogenesis [9]. While ac4C modifications have been identified in lncRNA, their biological function significance remains poorly understood. Recent breakthroughs demonstrate that ac4C modification of lncRNA CTC‐490G23.2 promotes PTBP1‐mediated oncogenic splicing in esophageal squamous cell carcinoma (ESCC) [4], while ac4C‐stabilized lncRNA SIMALR enhances protein synthesis in macrophages [10]. These findings underscore the need for systematic investigation of ac4C‐mediated lncRNA regulation.

LncRNAs orchestrate transcriptional and post‐transcriptional control through nucleic acid and protein interactions, despite their limited protein‐coding capacity [11, 12]. Their regulatory influence extends to translation‐the pivotal stage of protein biosynthesis‐through diverse mechanisms: mRNA‐like lncRNAs may competitively inhibit ribosomal access [13], lncRNA DNAJC3‐AS1 modulates rRNA biogenesis by facilitating FBL condensation [14], and lncRNA FAM99B attenuates ribosome production via coordinately inhibiting rRNA processing and RPS29/RPL38 transcription [15]. Notably, rRNA ac4C modification governs protein synthesis via structural and functional ribosome modulation [16]. The potential crosstalk between lncRNA‐RNA interaction networks and ac4C epitranscriptomics in orchestrating ribosome biogenesis and function presents an exciting frontier for exploration.

RNA in situ conformation sequencing (RIC‐seq) represents a transformative approach for mapping spatially adjacent RNA‐RNA interaction networks mediated by RNA‐binding proteins (RBPs) [17]. The RIC‐seq offers a powerful technology to dissect how ac4C modifications shape lncRNA‐protein interactions and gene regulatory networks [10], revealing new insights into ac4C/lncRNA‐mediated post‐transcriptional control in stem cell biology.

The identification of female germline stem cells (FGSCs) has revolutionized our understanding of mammalian oogenesis, challenging the dogma of fixed ovarian reserve and offering new therapeutic potential for fertility preservation [18, 19]. FGSCs maintain a delicate balance between self‐renewal and differentiation, though the underlying regulatory mechanisms remain incompletely defined [18, 20, 21, 22]. FGSC unipotency is governed by distinct epigenetic signatures, as revealed by genome‐wide profiling of histone modifications, DNA methylation, and transcriptomes [23], and FGSCs display an adult stem cell chromatin architecture through multi‐omics integration [24]. Regulatory networks involving DNA hypomethylation [25], m6A modification [26], H3K27ac modification [27], and dynamic chromatin remodeling during meiotic initiation [28] have been implicated in FGSC maintenance. Intriguingly, Pol I transcription differentially maintains chromatin structures in human versus mouse FGSCs [29]. Despite these advances, the potential role of ac4C‐mediated epitranscriptomic regulation in FGSC development remains entirely unexplored.

This study establishes the critical role of ac4C modification in FGSC development through regulation of lncRNA *Gm26917*‐*Rpl10 m*RNA interactions. We demonstrate that ac4C levels decline markedly during FGSC differentiation, and *Nat10* ablation impaired FGSC proliferation and ovarian function. RIC‐seq analysis reveals that *N* *at* *10* knockdown disrupts EEF1A1‐mediated interaction between lncRNA *Gm26917* and *Rpl10* mRNA. Further studies show that depletion of *Nat10, Gm26917*, or *Rpl10* compromises translation efficiency (TE), leading to proliferation arrest, cell cycle defects, and enhanced differentiation/apoptosis in FGSCs. These findings elucidate a novel ac4C‐mediated regulatory mechanism in FGSCs development and provide fundamental insights into epitranscriptomic control of germ cell biology.

## 2 Results

### 2.1 Dynamic Reduction of ac4C Modification During FGSC Differentiation

The FGSCs used in this study were rigorously validated (Figure S1A, B). To enable real‐time monitoring of differentiation, we established an mCherry‐STRA8‐promoter‐GFP dual‐reporter system (Figure 1A), where mCherry served as a constitutive marker while GFP expression was driven by the meiosis‐specific STRA8 promoter upon differentiation (Figure 1B). Following our established protocol, differentiated female germ cells (Dif‐FGCs) exhibited robust induction of meiotic markers STRA8 and SYCP3 at both mRNA and protein levels, which were undetectable in undifferentiated FGSCs (Figure 1C, D). This confirmed the efficacy of our differentiation system for subsequent studies.

**FIGURE 1:**
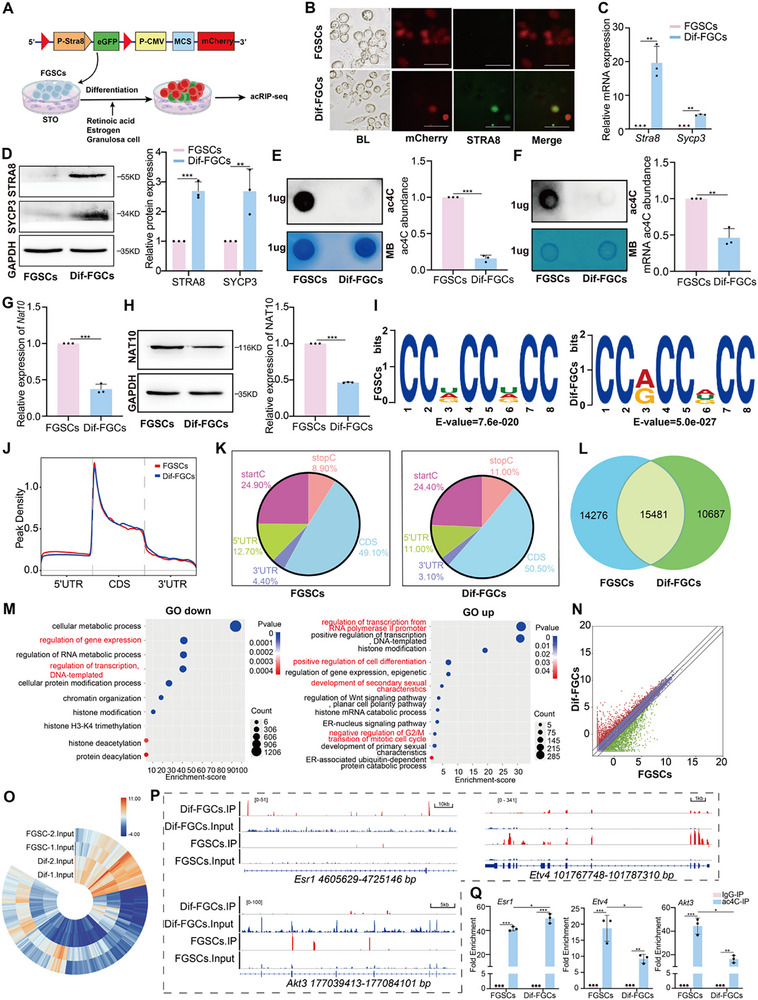
Dynamics of ac4C modifications in FGSCs and Dif‐FGCs. (A) Schematic illustration of the dual‐fluorescence lentiviral (DFL) reporter system (mCherry‐STRA8‐promoter‐eGFP) for monitoring FGSC differentiation. (B) Bright‐field and fluorescence microscopy images depicting morphological changes in FGSCs and Dif‐FGCs. (C and D) Validation of FGSC differentiation by RT‐qPCR (C) and western blotting (D) analysis of meiotic markers (STRA8 and SYCP3). (E and F) Dot blotting quantification of ac4C modifications in total RNA (E) and poly(A) + mRNA (F) from FGSCs and Dif‐FGCs, normalized by methylene blue (MB) staining. ac4C was detected by antibody staining followed by HRP‐based chemiluminescence. (G and H) NAT10 expression levels assessed by RT‐qPCR (G) and western blotting (H) with quantitative analysis. (I) Consensus sequence motifs enriched at ac4C modification sites identified by acRIP‐seq. (J) Density distribution of ac4C peaks along mRNA transcripts (5’→3’). (K) Genome‐wide localization of ac4C peaks across mRNA features (CDS, 3’/5’‐UTRs, start/stop codons). (L) Differential ac4C peaks between FGSCs and Dif‐FGCs. (M) GO enrichment of genes with differential ac4C modification genes (downregulated: left; upregulated: right). (N) Volcano plot of transcriptomic changes (red: upregulated; green: downregulated; gray: nonsignificant). (O) Heatmap integrating DEGs and differential ac4C‐modified transcripts. (P and Q) IGV browser tracks (P) and acRIP‐qPCR validation (Q) of ac4C modifications in *Esr1*, *Etv4*, and *Akt3*. Data represent mean ± SD (acRIP‐seq: n = 2 biological replicates; other results: n = 3 biological replicates). ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001. Fold change>1.5 and p‐value ≤ 0.05.

To investigate ac4C's role in FGSC differentiation, we quantified its modification levels. RNA dot blotting revealed a significant reduction of ac4C modifications in total RNA (Figure 1E) and poly(A)+ mRNA (Figure 1F) from Dif‐FGCs compared to FGSCs. Consistently, both mRNA and protein expression of NAT10, the sole known ac4C “writer”, were markedly downregulated in Dif‐FGCs (Figure 1G, H), aligning with the observed ac4C modification decrease. Acetylated RNA immunoprecipitation and sequencing (acRIP‐seq) profiling identified the canonical CXXCXXCX ac4C motif in both FGSCs and Dif‐FGCs (Figure 1I). mRNA exited widespread distribution of ac4C modification, with the highest density observed in the coding sequences (CDS) region (Figure 1J). Comparative analysis revealing dynamic redistribution during differentiation, CDS regions exhibited a 1.4% increase in ac4C peak density (from 49.1% to 50.5%), stop codon‐proximal regions showed a 2.1% increase (from 8.9% to 11%), the start codon remained relatively stable (24.9% vs. 24.4%), while reductions of 1.3% (4.4% to 3.1%) and 1.7% (12.7% to 11%) were observed in the 3'‐UTR and 5'‐UTR regions, respectively (Figure 1K). Notably, while 15,481 ac4C peaks were shared between FGSCs and Dif‐FGCs, 14,276 and 10,687 peaks were unique to each state, respectively (Figure 1L).

Gene Ontology (GO) analysis of differentially modified genes highlighted enrichment in gene expression regulation, positive regulation of cell differentiation, and negative regulation of G2/M cell cycle transition (Figure 1M). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis further associated these genes with mTOR, AMPK, Hippo signaling, and pathways regulating pluripotency (Figure S1C). Transcriptomics analysis (Input data) identified differentially expressed genes (DEGs) (Figure 1N), and combined analysis with ac4C modification data yielded 124 upregulated and 201 downregulated DEGs (Figure 1O). Intersection with ac4C peaks revealed differentiation‐linked changes, ac4C modification increased at *Esr1* and decreased at *Etv4* and *Akt3* loci (Figure 1P), a trend validated by acRIP‐qPCR (Figure 1Q) and consistent with the corresponding expression change (Figure S1D). Furthermore, treatment with Remodelin (RE), a NAT10‐specific inhibitor, significantly impaired FGSC viability and proliferation (Figure S2A, B). Strikingly, RE induced FGSC differentiation, as evidenced by elevated STRA8 and SYCP3 expression (Figure S2C, D), underscoring the role of ac4C modification in maintaining FGSC undifferentiated state.

### 2.2 ac4C Modification Governs FGSC Proliferation, Cell Cycle, Differentiation, and Apoptosis in Vitro

To elucidate the functional consequences of ac4C modification in FGSC biology in vitro, we employed lentiviral‐mediated *Nat10* knockdown (shNAT10) to reduce ac4c modification (Figure S3A, B). Quantitative analysis confirmed efficient NAT10 depletion at both transcript and protein levels (Figure 2A, B). The global ac4C modification levels were significantly decreased in shNAT10 compared with shNC FGSCs (Figure 2C), along with a significant reduction in cell viability and cell proliferation (Figure 2D, E).

**FIGURE 2:**
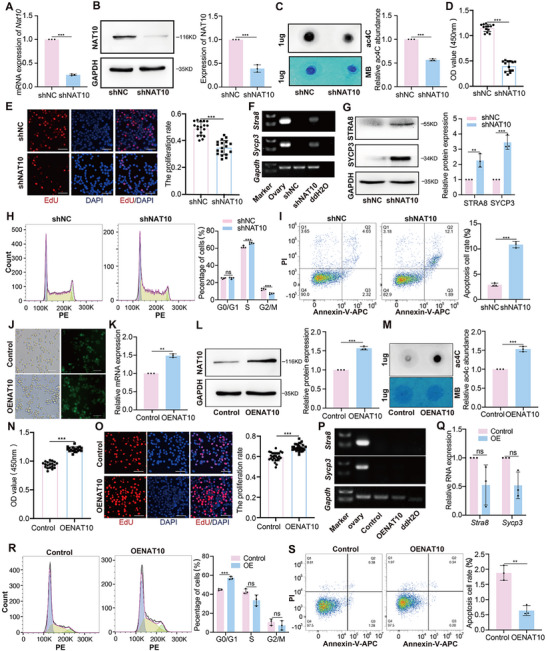
ac4C modification regulates FGSC differentiation, cell cycle, and apoptosis. (A and B) Validation of *N* *at* *10* knockdown efficiency by RT‐qPCR (A) and western blotting (B). (C) Dot blotting analysis of global ac4C modifications in shNC and shNAT10 FGSCs. (D and E) CCK8 detected cell viability (D) and EdU detected cell proliferation (E), both of these were significantly decreased after shNAT10. (F and G) Downregulation of meiotic markers (STRA8, SYCP3) post‐*N* *at* *10* knockdown via RT‐qPCR (F) and western blotting (G). (H) Cell cycle phase distribution analyzed by flow cytometry (shNC vs. shNAT10). PE: PI fluorescence detected in the PE channel. (I) Increased apoptosis rate in shNAT10 FGSCs (annexin V/PI staining). (J) FGSCs were infected with *Nat10* overexpression control and *Nat10* overexpression lentivirus. (K and L) Verification of *N* *at* *10* overexpression by RT‐qPCR (K) and western blotting (L). (M) Enhanced ac4C modifications in OENAT10 FGSCs (Dot blotting). (N and O) Functional effects of *N* *at* *10* overexpression, including increased cell viability (CCK‐8, N) and enhanced proliferation (EdU, O). (P and Q) Detection the expression of *Stra8* and *Sycp3* in OENAT10 FGSCs by RT‐PCR (P) and RT‐qPCR (Q). (R) Detection of cell cycle in OENAT10 FGSCs by flow cytometry. (S) Reduced apoptosis rate in OENAT10 FGSCs (flow cytometry). Scale bars: 50 µm. ^**^ *p* < 0.01, ^***^ *p* < 0.001. Data represent mean ± SD (n = 3 biological replicates).

Strikingly, NAT10 depletion triggered FGSC differentiation, as evidenced by upregulation of STRA8 and SYCP3 at both transcriptional and translational levels (Figure 2F, G). Cell cycle profiling revealed a profound S‐phase arrest concomitant with reduced G2/M‐phase following shNAT10, consistent with depressed cell proliferation (Figure 2H). Cell cycle‐related protein expressions of cyclin B1, cyclin D1, and CDK4 were significantly up‐regulated, while the expression of cyclin A2 was significantly down‐regulated, after shNAT10 (Figure S3C). Notably, shNAT10 induced apoptosis (Figure 2I), supported by elevated cleaved PARP/ cleaved caspase‐3/BAX and diminished BCL‐2 expression (Figure S3D).

In contrast, *Nat10* overexpression (OENAT10) significantly increased RNA ac4C modification level (Figure 2J–M), and cell viability and cell proliferation were significantly increased (Figure 2N, O). The expression of *Stra8* and *Sycp3* are no difference between Control and OENAT10 (Figure 2P, Q). Cell cycle demonstrated a pronounced accumulation of G0/G1‐phase populations (Figure 2R), and the apoptotic rate was decreased after OENAT10 (Figure 2S). Given NAT10's high basal expression level, and considering that shNAT10 elicited robust phenotypic changes (differentiation and apoptosis), we employed knockdown models for mechanistic investigations. This loss‐of‐function strategy avoided saturation artifacts while ensuring detectable phenotypic outputs.

### 2.3 ac4C Acetyltransferase Deficiency Impairs FGSC Proliferation and Causes Mouse Infertility

To elucidate the role of ac4C modification in FGSC development in vivo, we generated a conditional *Nat10* knockout mouse model (DDX4creERT2; NAT10flox/flox). In this system, tamoxifen‐inducible Cre recombinase expression under the DDX4 promoter enabled germ cell‐specific NAT10 ablation (Figure 3A). Genotyping by RT‐PCR confirmed the successful generation of DDX4+/cre, NAT10flox/flox mice (Figure 3B), and the experimental timeline is outlined in Figure 3C. Phenotypically, KONAT10 ovaries were markedly smaller, exhibited a pale, dull appearance compared to WT ovaries (Figure 3D). Immunofluorescence of ovarian paraffin sections revealed robust NAT10 expression colocalized with DDX4‐positive germ cells in WT mice, whereas KONAT10 germ cells showed complete loss of NAT10 signal, validating efficient germline‐specific deletion (Figure 3E), and we found a significant reduction in RNA ac4C modification within KONAT10 germ cells (Figure 3F).

**FIGURE 3:**
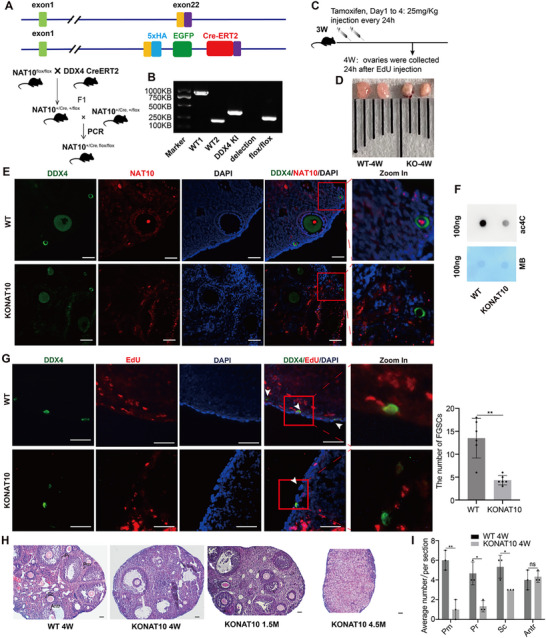
NAT10 knockout significantly reduces FGSC population and impairs ovarian development. (A) Schematic of the conditional knockout (KO) mouse model design. (B) Genotype verification by RT‐PCR. (C) Experimental timeline for mouse model analysis. (D) Gross morphological comparison of ovaries from WT and KONAT10 mice. (E) Validation of NAT10 knockout efficiency by dual immunofluorescence staining for DDX4 (green) and NAT10 (red), and nuclear counterstain with DAPI (blue). (F)  Dot blotting analysis of ac4C modifications in WT and KONAT10 mice germ cells. (G) Quantification of FGSC population by co‐staining of germ cells (DDX4, green) and proliferating cells (EdU, red), and DAPI nuclear counterstain (blue). White arrows indicate double‐positive cells, FGSCs. (H) Histological analysis of ovarian development: H&E staining of ovarian sections from KONAT10 mice at 4 W, 1.5 M, and 4.5 M. (I) Enumeration and classification of follicles in 4 W ovaries: primordial follicles (Pm), primary follicles (Pr), secondary follicles (Sc), antral follicles (Antr). Scale bars: 50 µm. ^*^ *p* < 0.05, ^**^ *p* < 0.01; ns: not significant. Data represent mean ± SD (n = 6 biological replicates).

To evaluate KONAT10 effects on FGSCs dynamics, we performed dual DDX4/EdU labeling on ovarian frozen sections, leveraging EdU incorporation to identify proliferating FGSCs, based on their germ stem cell characteristics [30]. FGSCs (DDX4+EdU+) were predominantly localized to near the ovarian cortical surface. Strikingly, KONAT10 ovaries exhibited a significant reduction in FGSC numbers, indicating impaired proliferation upon *Nat10* depletion (Figure 3G). Consistent with this, KONAT10 female mice failed to produce offspring after prolonged (3 m) mating with WT males. Histological analysis (H&E staining) of KONAT10 ovaries at 4 weeks (4 W), 1.5 months (1.5 m), and 5.5 months (5.5 M) post‐induction revealed progressive follicular depletion, underscoring severe ovarian dysfunction (Figure 3H). Quantitative assessment demonstrated significant declines in primordial, primary, and secondary follicle counts in 4 W KONAT10 ovaries versus WT, while antral follicles remained unaffected (Figure 3I). These data are consistent with the observed FGSC proliferation defect. Taken together, NAT10 ablation in FGSCs disrupts their proliferative capacity, leading to aberrant folliculogenesis, ovarian failure, and ultimately infertility.

### 2.4 RIC‐seq Reveals Diminished lncRNA *Gm26917*‐*Rpl10* mRNA Interaction Upon Inhibition of ac4C Modification

Based on preliminary experimental data, the observed ac4C dynamics on differentiation‐associated genes (Figure 1Q) cannot fully explain the pleiotropic phenotypes in FGSC development (Figure 2D–I). To determine whether ac4C modification regulates FGSC development through RNA‐RNA interactions, we performed RIC‐seq in shNC and shNAT10 FGSCs. Replicate samples showed high reproducibility (Figure S4A), and paired reads were filtered for downstream analysis (Figure S4B). The ratio of inter‐, intramolecular chimeric reads in the intron and exon region, the percentage of intron is relatively higher than exon, suggesting a predominant role for intron region RNA‐other RNA interaction (Figure S4C). High‐confidence interactions were identified by comparing observed pairs to simulated random counts (Figure S4D). Strong conservation was observed between shNC and shNAT10 binding motifs (Figure S4E). 

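RNA from cultured FGSCs that carried a control shRNA (shNC) or an shRNA against *Nat10* (shNAT10) was sequenced as Long RNA-seq, with 2 biological replicates per group and 4 libraries in all. According to the paper's methods, total RNA was depleted of rRNA with the Epi Mini LongRNA-seq Kit, sequenced in paired-end mode, aligned with HISAT2 and compared with DESeq2. The sample labels describe another preparation, in which mRNA was isolated with the Oligotex kit, so the records differ on how rRNA was removed. The authors deposited an FPKM value for each of 53465 genes in each library, and a table of their comparison with a log2 fold change and p-values for 13023 of these genes. Of all genes, 26822 were above 0 in at least 1 library and 18124 in all 4. The gene identifiers were Ensembl identifiers, and 53360 of them (99.8%) were found in the GENCODE M21 annotation of GRCm38. The paper's text does not name the annotation, the genome build or the program that assigned reads to genes.

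The FPKM values could be turned back into fragments, since the product of FPKM and exon length rose in equal steps within each library, each step being the value of 1 fragment. Of the values under 50 fragments, 96.3% came out within 0.02 of a whole number, against 4.0% by chance. The steps correspond to a divisor of 11.7 M (mega) fragments in shNC-1, 11.9 M in shNC-2, 12.6 M in shNAT10-1 and 15.3 M in shNAT10-2. Each divisor was 0.972 times the library's median-ratio size factor multiplied by the geometric mean of the totals, so a median-ratio scaling between libraries is already included in the deposited FPKM. The recovered fragments on genes totalled 14902463 in shNC-1, 13029100 in shNC-2, 11057930 in shNAT10-1 and 13771483 in shNAT10-2. For a gene of 1 kb, 3 fragments, taken as the floor of detection, correspond to 0.255 FPKM in shNC-1 and 0.196 FPKM in shNAT10-2. This floor covers counting error only, because PCR copies of a molecule are not told apart.

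Loci listed from general knowledge as places where rRNA or repeat reads map (rRNA-related loci), *Gm42418*, *CT010467.1* and *Gm26917* among them, took 38.7% and 29.8% of the fragments in the shNC libraries and 18.4% and 20.2% in the shNAT10 libraries. The other genes held 9.14, 9.15, 9.03 and 11.0 M fragments in shNC-1, shNC-2, shNAT10-1 and shNAT10-2. A single 57-nt gene annotated as a miRNA, *Gm23935*, chosen after its values were seen, held 72.3% of the FPKM total in shNC-1, 66.2% in shNC-2, 64.2% in shNAT10-1 and 65.0% in shNAT10-2. Between 21531 genes (shNC-1) and 22599 genes (shNAT10-2) were above 0.

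**Figure D1:**
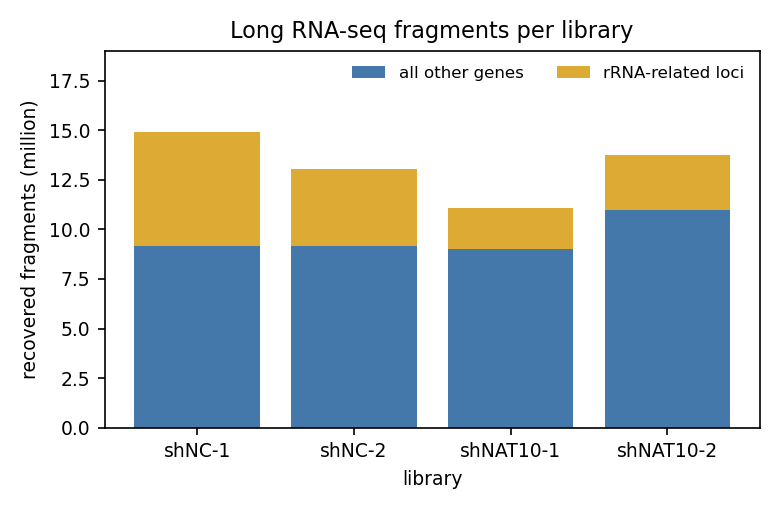
Fragments recovered on genes in each of the 4 libraries, in M (mega), stacked as rRNA-related loci and all other genes. The rRNA-related part is largest in shNC-1 (5.76 M) and smallest in shNAT10-1 (2.03 M), while the other genes hold 9.03 to 11.0 M in every library.

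Across the 20116 genes with a mean FPKM of at least 0.1, Pearson's r of log2(FPKM + 0.1) was 0.928 between the shNC libraries and 0.935 between the shNAT10 libraries. Between a library of each group it ranged from 0.915 to 0.924, below both values within groups. These correlations are across genes, which are not independent replicates. The scale moved them most: on FPKM without a log, r was 0.999 and 1.00 within the groups and 0.997 to 0.999 between them.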

Parallel Long RNA‐seq of shNC and shNAT10 FGSCs showed robust intra‐group correlation (Figure S4F). 

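Expression in shNAT10 FGSCs was compared with shNC FGSCs by limma with a mean-variance trend on log2(FPKM + 0.1), with a two-sided test over the same 20116 genes. As in the legend of Figure 4, a gene was counted as a DEG at a fold change over 1.2 and an unadjusted p of at most 0.05. *Nat10*, the target of the shRNA, lies on the minus strand of chromosome 2 of GRCm38 from 103721256 to 103761270. Its FPKM was 7.79 and 5.42 in the shNC libraries and 2.95 and 3.04 in the shNAT10 libraries, a log2 fold change of -1.09 (standard error 0.21; p = 0.00411 and adjusted p = 0.123 by limma with Benjamini-Hochberg adjustment, exact permutation p = 0.3333). With each library left out in turn, the log2 fold change stayed between -1.35 and -0.83. By limma-voom on the recovered fragments, chosen after seeing the data, *Nat10* had an adjusted p of 1.65e-05. In the authors' comparison its adjusted p was 3.26e-06. With 2 libraries against 2, a two-sided exact permutation test cannot give a p under 0.3333.

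At this threshold 1691 genes were higher and 1576 lower in shNAT10. In total, 3330 genes (16.6%) had a p under 0.05, where chance alone would give 1006. After Benjamini-Hochberg adjustment over all genes tested, 67 genes were higher and 21 lower at an adjusted p under 0.05. Of these 88 genes, 21 had fewer than 10 fragments over the 4 libraries, 24 were at 0 in both libraries of a group, and 24 were histone genes. In simulated data the same test gave 0 of 200 changed genes an adjusted p under 0.05, but gave it to 24 unchanged genes. An adjusted p above 0.05 by this test therefore cannot show that a gene is unchanged. The alternative that moved the unadjusted counts most scaled the libraries to the same FPKM total without the rRNA-related loci, with 4580 genes higher and 204 lower. That scaling moved the median log2 fold change of all genes from 0.01 to 0.49, and relative to this shift *Nat10* changed by -1.07. The shift follows a single gene, *Gm23935*, which was not left out of that total. Without it, a check chosen after seeing the data, the factors were 0.985 and 1.05 for shNC and 0.998 and 0.970 for shNAT10. The authors' table of the comparison calls 2232 genes at the same threshold, and 1933 of these (86.6%) were also DEGs here, with 0 in the opposite direction. A further 710 DEGs were not listed in that table. Across the 13013 genes in both, the log2 fold changes had a Pearson's r of 0.994, over genes that are not independent replicates.

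Of the genes with an adjusted p under 0.05, a mean FPKM of at least 1 and no overlap between the groups, the 5 with the largest rise were *Mir378a*, *Mir6942*, *Traj33*, *Mir7682* and *Gm27934*, which were listed at 0 in both shNC libraries. The 5 with the largest fall were *Gm22615*, *Gm24440*, *Mir6920*, *Gm23222* and *Mir7051*, which were listed at 0 in both shNAT10 libraries. All 10 are short genes with 5 to 11 fragments in total, so no fold is given for them. Genes that the paper names in other experiments were also followed. *Ccnd1* rose from 32.5 and 29.2 FPKM to 60.9 and 59.8 FPKM (log2 fold change 0.97, standard error 0.09, adjusted p = 0.0489 by limma). The log2 fold change was 0.44 for *Ccna2* (adjusted p = 0.247 by limma; 0.26 without shNC replicate 2), which passed the unadjusted threshold. *Ccnb1* (0.31) and *Cdk4* (-0.04) did not pass it. With each library left out in turn, *Ccnb1* ranged from 0.04 to 0.59 and *Cdk4* from -0.08 to 0.00257. *Bax* (0.25, from 0.04 to 0.46 with each library left out in turn) and *Parp1* (0.17, from 0.05 to 0.29) were not DEGs. *Bcl2*, also among the mRNAs of Figure 4K, was a DEG and lower (log2 fold change -0.95, adjusted p = 0.106 by limma). *Sycp3* had 42 fragments in total and a log2 fold change of 0.58 (adjusted p = 0.529 by limma), with 0.17 without shNC replicate 1 and 0.99 without shNC replicate 2, and *Stra8* was listed at 0 in all 4 libraries. *Esr1* (-0.33), *Etv4* (-0.13), *Klf4* (0.11), *Pgam1* (0.01), *E2f7* (-0.04) and *Eef1a1* (-0.28) were not DEGs. *Fgf10*, with 37 fragments in total, was not a DEG either, although its log2 fold change was 1.26 (adjusted p = 0.390 by limma). For *Fgf10* both shNAT10 libraries lay above both shNC libraries, and the value ranged from 0.96 to 1.56 with each library left out. With each library left out, values were -0.62 to -0.04 for *Esr1* and -0.35 to 0.27 for *E2f7*. *Eef1a1* passed the threshold in the authors' comparison (-0.28, p = 0.00450). By limma-voom, chosen after seeing the data, the adjusted p was 0.0158 for *Eef1a1*, 0.0122 for *Ccna2*, 2.81e-06 for *Bcl2* and 0.00363 for *Ifitm3*. It was 0.634 for *Sycp3* and 0.183 for *Ccnb1*. Of the germline markers, *Pou5f1* was listed at 0 in all libraries, *Ddx4* had 2 fragments and *Prdm1* 24, and *Ifitm3* had a log2 fold change of 1.06 (adjusted p = 0.326 by limma), with 0.44 without shNC replicate 1 and 1.69 without shNC replicate 2. Under the scaling to the same FPKM total, which raised all genes alike, *Cdk4* (0.48), *Esr1* (0.06), *Etv4* (0.39), *Eef1a1* (0.24) and *E2f7* (0.40) changed sign.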

Gene expression was normalized using Fragments Per Kilobase Million (FPKM) (Figure S4G), and integrated analysis of DEGs (Figure S4H) and RNA interaction networks identified hub RNAs (Figure S4I), with further characterization of their genomic distribution (Figure S4J).

Global RNA interaction heatmaps highlighted distinct profiles between shNC and shNAT10 FGSCs (Figure 4A). While protein‐coding self‐interactions (which were predominantly mRNA self‐interactions, RIC‐seq data) dominated, lncRNA–mRNA interactions were the second most abundant class (Figure 4B). A volcano plot revealed differentially interacting RNA pairs, with lncRNA‐mRNA interactions accounting for approximately one‐quarter (373/1268) of all differential interaction pairs (Figure 4C). GO/KEGG analysis implicated ribosome biogenesis, chromatin assembly, and translational regulation (Figure 4D, E). Focusing on lncRNA‐mRNA interactions, we identified 56 downregulated and 47 upregulated lncRNAs (Figure 4F), and statistical classification and quantification of lncRNAs (Figure 4G). qPCR validated reduced expression of lncRNAs *Gm42418*, *Gm26917*, and *Malat1* in shNAT10 FGSCs (Figure 4H). 

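The lncRNAs were counted in the same Long RNA-seq comparison, over the 2806 tested genes of the classes in Figure 4G. At a fold change over 1.2 and p of at most 0.05, 184 lncRNAs were higher and 181 lower in shNAT10. They comprised 102 of 888 lincRNAs, 198 of 1368 antisense RNAs, 49 of 386 processed transcripts, 14 of 153 sense intronic and 2 of 11 sense overlapping RNAs. Of these 365 lncRNAs, 158 were not listed in the authors' table of the comparison. The authors' table calls 103 lncRNAs at this threshold, and 91 of them were called here in the same direction. With the libraries scaled to the same FPKM total without the rRNA-related loci, 484 lncRNAs were higher and 28 lower.

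*Gm42418*, a lincRNA of 1831 nt, had 160369 and 97143 FPKM in the shNC libraries and 41240 and 50328 FPKM in the shNAT10 libraries. Its log2 fold change was -1.45 (standard error 0.58; p = 0.0591 and adjusted p = 0.321 by limma, exact permutation p = 0.3333), which did not pass the threshold although both shNAT10 libraries lay below both shNC libraries. The shNC libraries differed from each other by 0.72 on the log2 scale. *Gm42418* had an adjusted p of 3.14e-10 by limma-voom, chosen after seeing the data, and of 0.00298 in the authors' comparison. *Gm26917* had 13314 and 13406 FPKM in shNC and 10984 and 10481 FPKM in shNAT10 (log2 fold change -0.32, standard error 0.24; p = 0.243 and adjusted p = 0.569 by limma, exact permutation p = 0.3333). Its log2 fold change ranged from -0.35 to -0.28 with each library left out in turn. It was the gene with the sixth highest FPKM in every library. Because of this equal rank, quantile normalization gives 0.00 for *Gm26917* whatever its change. Scaling to the same FPKM total, a shift that follows the single gene *Gm23935*, raised all genes alike. It gave 0.21 for *Gm26917*, which is -0.28 relative to the median of all genes. The limma test shares its variance trend with the few other genes at this level of expression. On the recovered fragments, limma-voom, chosen after seeing the data, gave an adjusted p of 0.00120 for *Gm26917*. *Malat1*, on chromosome 19 from 5795690 to 5802672, fell from 650 and 619 FPKM to 509 and 448 FPKM (log2 fold change -0.41, standard error 0.11, adjusted p = 0.210 by limma) and passed the unadjusted threshold. Scaled to the same FPKM total, its log2 fold change was 0.11, or -0.37 relative to the median of all genes. The adjusted p of *Malat1* was 0.000490 by limma-voom and 0.00328 in the authors' comparison.

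**Figure D2:**
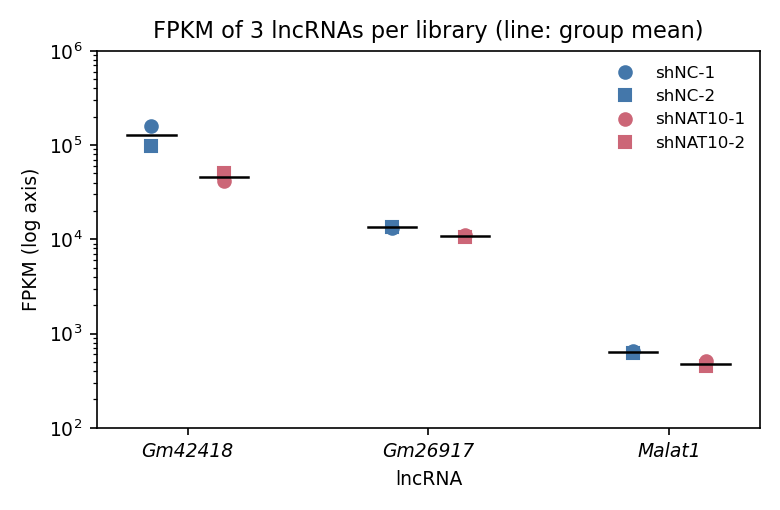
FPKM of *Gm42418*, *Gm26917* and *Malat1* in each library on a log axis, with circles for replicate 1, squares for replicate 2 and a line at the mean of each group. All shNAT10 points lie below the shNC points of the same gene, and the shNC points of *Gm42418* lie apart from each other. Scaling to the same FPKM total raises all genes alike, a shift that follows the single gene *Gm23935*. After it the log2 fold changes of *Gm26917* and *Malat1* lie above 0 but below the median of all genes.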

Notably, *Gm26917* exhibited significant ac4C peak enrichment (Figure 4I) and the most extensive RNA interactome (15,755 in shNC vs 16,659 in shNAT10) (Figure 4J), suggesting its broad regulatory role. Based on a comprehensive evaluation of the experimental data, *Gm26917* was selected as the candidate for subsequent studies. 

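In the GENCODE M21 annotation of GRCm38, *Gm26917* is a lincRNA on the plus strand of chromosome 17 from 39843013 to 39846341, with an exon length of 3329 nt, which is the interval drawn in Figure 4I. An rRNA gene on the minus strand, *CT010467.1*, begins 11 bases further on and runs from 39846353 to 39848827. *Gm42418* lies on the plus strand from 39846958 to 39848788, wholly inside *CT010467.1*. RefSeq places the pseudogene Rn18s-rs5, for which it gives Gm42418 as a synonym, from 39846354 to 39848202. Because these genes overlap on opposite strands and the counting is not stated to use strand, the division of fragments between *Gm42418* and *CT010467.1* is uncertain. *Gm42418* held 23.1% and 16.2% of all recovered fragments in shNC and 8.57% and 10.3% in shNAT10, while *Gm26917* held 3.49% and 4.07% in shNC and 4.15% and 3.88% in shNAT10. *CT010467.1*, chosen after its values were seen, had 61818 and 42337 FPKM in shNC and 20026 and 21974 FPKM in shNAT10, a log2 fold change of -1.29 (standard error 0.40, adjusted p = 0.242 by limma).

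**Figure D3:**
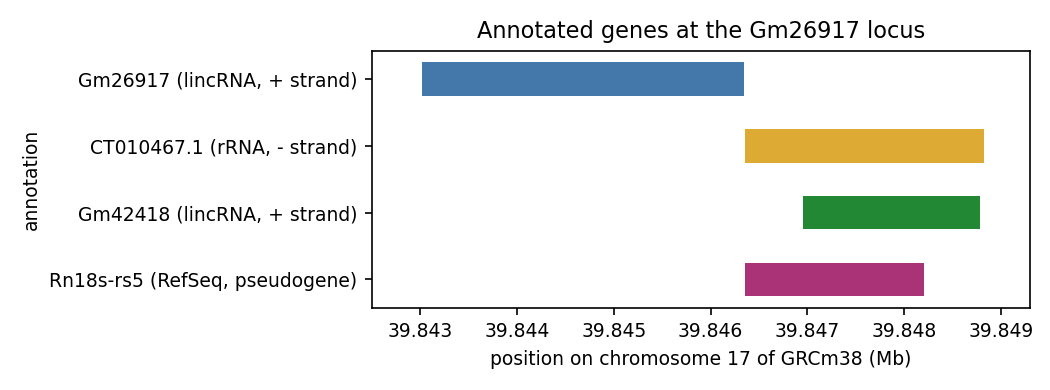
Map of the *Gm26917* region on chromosome 17 of GRCm38, with position in bases along the axis and each gene drawn from its start to its end. *Gm26917* ends at 39846341, and the other 3 features, *CT010467.1*, *Gm42418* and the RefSeq pseudogene, overlap one another in the stretch after it.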

Screening for mRNAs with both decreased *Gm26917* binding and significant downregulation upon shNAT10 (Figure 4K, L). 

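The fall in expression of the 25 mRNAs shown in Figure 4K was re-derived from the Long RNA-seq libraries, whereas the RIC-seq binding was not analysed here. All 25 mRNAs were lower in shNAT10, and for each of them both shNAT10 libraries lay below both shNC libraries. Their median log2 fold change was -0.62, from -1.12 for *Hyou1* to -0.26 for *Gars*, and it stayed between -0.63 and -0.53 with each library left out in turn. By limma, 20 of them passed a fold change over 1.2 and p of at most 0.05, and the other 5 were *Cmip*, *Exoc6b*, *Fndc3a*, *Rab27b* and *Gars*. None (0 of 25) had an adjusted p under 0.05 over all genes, and 21 had an adjusted p under 0.05 adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. With limma-voom on the recovered fragments, chosen after seeing the data, 20 had an adjusted p under 0.05 over all genes, and in the authors' table 18 had. The set as a whole was lower by camera with a preset correlation of 0.01 (p adjusted over the lists tested, adjusted p = 2.48e-17), and this call held under fry. These set tests are not independent evidence either, because the list was chosen for falling in these same libraries. Scaled to the same FPKM total without the rRNA-related loci, the median was -0.11, or -0.60 relative to the median of all genes. That shift of all genes follows the single gene *Gm23935*. Under it *Rpl10*, *Fndc3a*, *Rab27b*, *Exoc6b*, *Slain2*, *Lama5*, *Lcp1*, *Fam129a*, *Gars*, *Ncor1* and *Eif4a2* were above 0.

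*Rpl10*, on the plus strand of the X chromosome from 74270812 to 74273135, had 83.8 and 85.2 FPKM in shNC and 60.8 and 57.5 FPKM in shNAT10. Its log2 fold change was -0.51 (standard error 0.08; p = 0.00185 and adjusted p = 0.0935 by limma, exact permutation p = 0.3333), the 15th largest fall of the 25, with an adjusted p of 0.00691 by limma over the list alone. The value ranged from -0.55 to -0.47 with each library left out in turn. After scaling to the same FPKM total it was 0.01, or -0.48 relative to the median of all genes. *Rpl10* had an adjusted p of 0.00155 by limma-voom, chosen after seeing the data, and of 0.000701 in the authors' comparison. Near-identical *Rpl10* pseudogenes could share its fragments, so the level of *Rpl10* is uncertain. Of the 82 genes for cytosolic ribosomal proteins, 77 were lower in shNAT10, with a median log2 fold change of -0.24 (camera, adjusted p = 8.04e-11), and this call did not hold under fry. The median was -0.13 without shNC replicate 2, and the shNC libraries differed from each other by 0.21 in this median. Of these genes, 3 fell by more than *Rpl10*, which lay at -0.28 from the median of the group (SD 0.18 over the genes). *Rpl3* (log2 fold change -0.45) also passed the unadjusted threshold. Scaled to the same FPKM total, the median of the ribosomal protein genes was 0.29, or -0.20 relative to the median of all genes, and *Rpl3* (0.07) changed sign. From the fall on shNAT10, with decreased binding to *Gm26917*, the paper selects these mRNAs as partners of *Gm26917*.

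**Figure D4:**
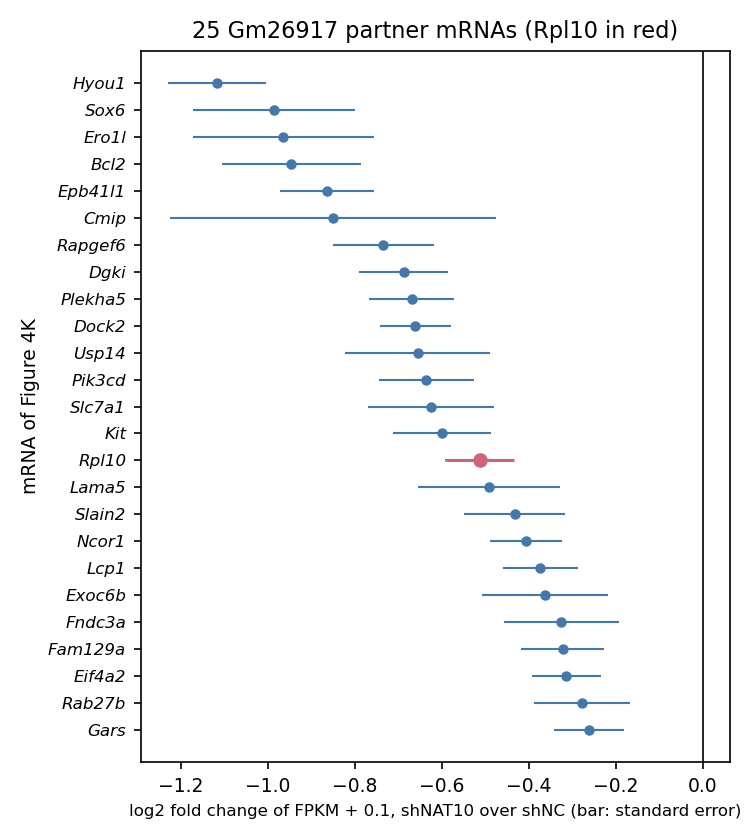
Log2 fold change of the 25 partner mRNAs in shNAT10 against shNC FGSCs with the standard error of limma as bars, *Rpl10* in red. Every mRNA lies below 0, from -1.12 for *Hyou1* to -0.26 for *Gars*. Scaled to the same FPKM total, 11 of them lie above 0, but that scaling raises all genes alike and follows the single gene *Gm23935*.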

Unlike other partners, *Rpl10* lacked detectable ac4C peaks in IP fractions (Figure 4M, N), implicating a unique regulatory mechanism. The *Gm26917*‐*Rpl10* interaction emerged as a central network node, with their interaction heat map displayed in Figure 4O. And RPL10 expression was significantly reduced upon shNAT10 (Figure 4P).

**FIGURE 4:**
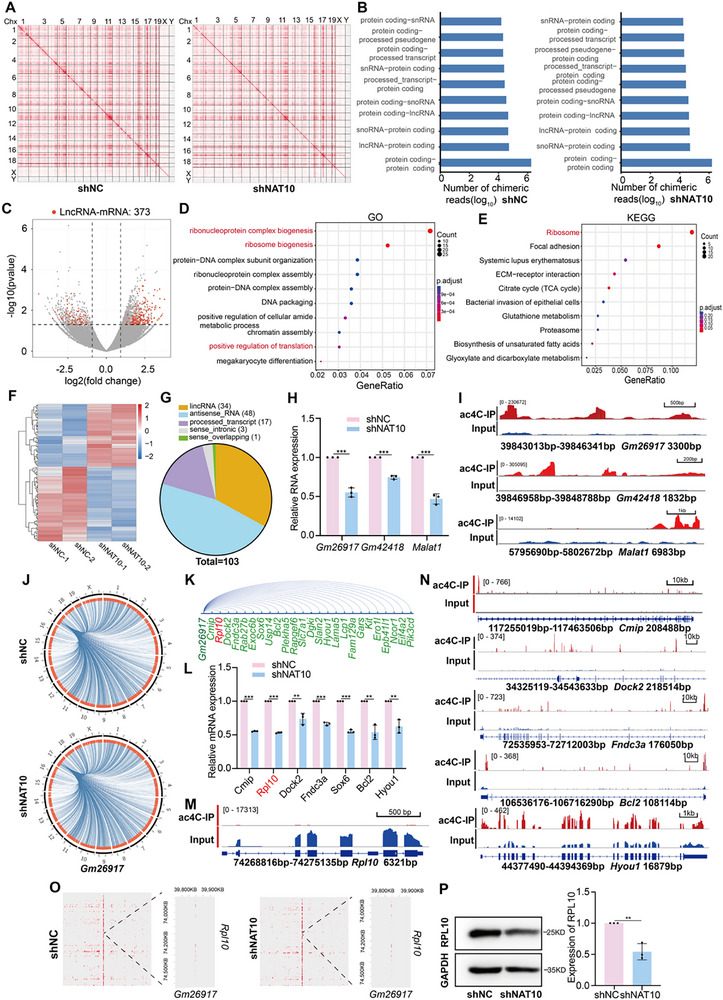
Integrated analysis of RIC‐seq and long RNA‐seq identifies *Gm26917*‐*Rpl10* mRNA interactions. (A) Chromosome‐wide RNA‐RNA interaction matrix heatmap. (B) Distribution of RIC‐seq chimeric reads by interaction type in shNC vs. shNAT10 groups. (C) Volcano plot of differentially interacting RNA pairs (shNC vs. shNAT10). The red dots: lncRNA‐mRNA. (D and E) GO (D) and KEGG (E) pathway enrichment of differential RNA‐RNA interactions. (F) Differentially expressed lncRNAs (shNC vs. shNAT10). Y‐axis, gene names; X‐axis, sample names; each tile represents the normalized expression value of each gene across different samples. (G) Classification of differential lncRNAs in FGSCs. (H) RT‐qPCR validation of lncRNAs (*Gm26917*, *Gm42418*, *Malat1*). (I) ac4C‐seq IGV tracks for *Gm26917*, *Gm42418*, and *Malat1* in FGSCs. (J) Circos plot of *Gm26917* RNA interactome: outer rings show chromosomes; inner rings display normalized interaction frequencies. (K) Differential mRNA partners of *Gm26917* (shNC vs. shNAT10). (L) RT‐qPCR validation of mRNAs in (K). (M) ac4C‐seq IGV tracks for *Rpl10*. (N) ac4C‐seq IGV tracks for *Cimp*, *Dock2*, *Fndc3a*, *Bcl2*, and *Hyou1*. (O) Heatmap of *Gm26917*‐*Rpl10* interaction signals. (P) Western blotting analysis of RPL10 protein levels. ^**^ *p* < 0.01, ^***^ *p* < 0.001 (Student's t‐test; mean ± SD; Long RNA‐seq and RIC‐seq: n = 2 biological replicates; other results: n = 3 biological replicates). Threshold: fold change>1.2, p ≤ 0.05.

### 2.5 The ac4C‐*Gm26917*‐*Rpl10* Axis Governs FGSC Maintenance Through Epitranscriptomic Regulation

To mechanistically dissect the role of ac4C modification in FGSC biology, we first validated the physical interaction between lncRNA *Gm26917* and *Rpl10* mRNA using RAP (RNA antisense purification)‐qPCR. Notably, shNAT10 FGSCs (with impaired ac4C deposition) exhibited significantly reduced *Gm26917*‐*Rpl10* interaction compared to shNC controls (Figure 5A, B). Furthermore, smFISH co‐localization confirmed their perinuclear cytoplasmic association (Figure 5C–E). Next, computational analysis via the PACES database (http://www.rnanut.net/paces/) identified two evolutionarily conserved ac4C motifs in *Gm26917* (positions 2684–2699 and 2711–2725; Figure 5F; and S5A), which were biochemically validated through borohydride‐induced C to T mutation during Sanger sequencing (Figure 5G and S5B). NAT10 depletion caused a pronounced reduction in *Gm26917* ac4C modification (Figure 5H), leading to transcript destabilization (6.78 to 3.4 h; Figure 5I). Intriguingly, although *Rpl10* mRNA lacks detectable ac4C sites, its half‐life was similarly compromised (2.75 to 1.42 h; Figure 5J), suggesting *Gm26917* acts as a trans‐stabilizer of *Rpl10*. Consistent with the cellular experimental findings, the expression levels of *Gm26917* and *Rpl10* were significantly reduced in ovarian germ cells of KONAT10 mice (Figure 5K). In frozen sections of mouse ovaries, germ cells were localized by the germ cell marker DDX4. Within the germ cells of KONAT10 mice, the fluorescence signal intensity of RPL10 protein was diminished (Figure 5L), and the co‐localization signal intensity of lncRNA *Gm26917* with *Rpl10* mRNA was also decreased (Figure 5M). Together, these results collectively confirm that this regulatory axis is also operative in vivo.

**FIGURE 5:**
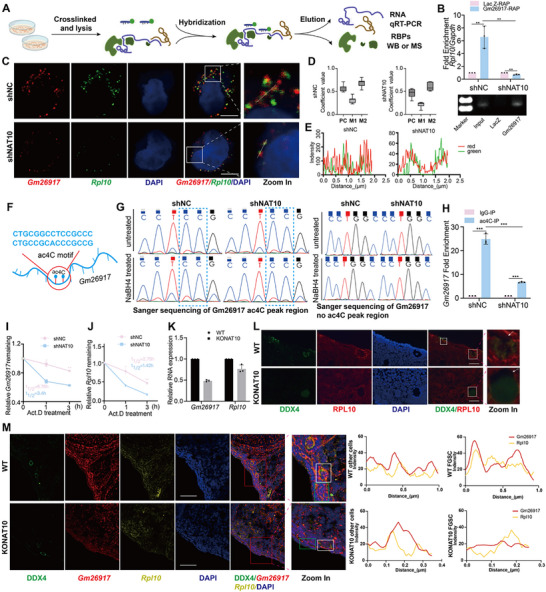
Decreased ac4C modification disrupts *Gm26917*‐*Rpl10* interaction. (A) RAP assay schematic. (B) RAP‐qPCR showing *Rpl10* binding to *Gm26917* probes (agarose gel: *Rpl10* product detected). (C) Confocal imaging of *Gm26917* (red)/*Rpl10* (green) co‐localization (DAPI: blue; insets: magnified regions). (D) Pearson's and Manders’ coefficients (M1thr and M2thr) were analyzed by JACoP. PC: Pearson's coefficients: which is close to 1 as red and green channel intensity distributions are linked; M1: M1thr, represents the fraction of *Gm26917* signals overlapping with *Rpl10*; M2: M2thr, represents the fraction of *Rpl10* signals overlapping with *Gm26917*. N = 6 cells. (E) Fluorescence intensity along the line shown in Figure C was quantified for overlapping foci (yellow). (F) Potential ac4C consensus motif in *Gm26917*. (G) Sanger sequencing of *Gm26917* ac4C peaks (green: C‐to‐T mutation) and *Gm26917* no ac4C peak region. (H) ac4C RIP‐qPCR detectes ac4C modification of *Gm26917*. (I) Reduced *Gm26917* half‐life upon shNAT10. (J) Decreased *Rpl10* mRNA stability upon shNAT10. (K) RT‐qPCR analysis of gene expression in WT and KONAT10 ovaries. (L) Co‐staining of DDX4 (red) and RPL10 (green) in ovarian sections. White boxs and rows: germ cells. (M) Co‐localization of *Gm26917* (red) and *Rpl10* (yellow) in ovarian sections. White/green boxes: germ/non‐germ cell regions for quantification. Scale bars: 10 µm (C); Scale bars: 50 µm (L and M). ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001; ns: not significant. Data: mean ± SD (n = 3 biological replicates).

This regulatory cascade was further confirmed by *Gm26917* knockdown (shGm26917; Figure S6A; Figure 6A), which diminished *Rpl10* binding (Figure 6B), reduced RPL10 expression levels (Figure 6C, D), and accelerated *Rpl10* mRNA decay (3.46 to 1.48 h; Figure 6E). These results establish an ac4C‐dependent mechanism whereby *Gm26917* safeguards *Rpl10* mRNA stability through direct RNA‐RNA interaction. Given the phenotypic parallels between shNAT10 and shGm26917, we probed *Gm26917*'s role in FGSC development. shGm26917 impaired FGSC viability and proliferation (Figure 6F, G), upregulated meiotic markers (STRA8 and SYCP3; Figure 6H), and disrupted cell cycle progression (reduced G0/G1, increased S‐phase;  Figure S6B), via dysregulation of cyclins (↑CDK4/cyclin D1; ↓cyclin A2/B1; Figure S6C). Moreover, shGm26917 elevated apoptotic (Figure S6D), with increased cleaved PARP, cleaved caspase‐3, and BAX, and reduced BCL‐2 (Figure S6E).

**FIGURE 6:**
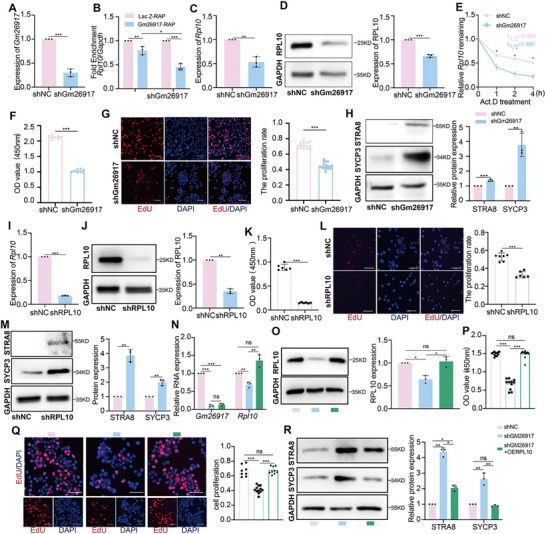
The disruption of *Gm26917*‐*Rpl10* interaction leads to impaired FGSC maintenance. (A) *Gm26917* knockdown efficiency was assessed by RT‐qPCR. (B) RAP‐qPCR showing *Rpl10* binding to *Gm26917* probes in shNC and shGm26917. (C and D) RPL10 expression showed significant decrease after shGm26917, detected by RT‐qPCR (C) and western blotting (D). (E) *Rpl10* half‐life assay with DRB. (F and G) Impaired viability (CCK‐8: F) and proliferation (EdU: (G) after shGm26917. (H) Upregulated differentiation markers (STRA8/SYCP3). (I–M) shRPL10 phenocopies shGm26917 effects (RPL10 expression: I, J; viability/ proliferation: K, L; differentiation: (M). (N–R) RPL10 rescue experiments (RPL10 expression: N, O; viability/ proliferation: P, Q; differentiation: (R). Scale bars: 10 µm (C): 50 µm (others). ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001; ns: not significant. Data: mean ± SD (n = 3 biological replicates).

Strikingly, shRPL10 (Figure S6F and Figure 6I, J) phenocopied shGm26917, suppressing cell viability and proliferation (Figure 6K,L), promoting cell differentiation (Figure 6M), and altering cell cycle/apoptosis markers (Figure S6G–J). Critically, *Rpl10* overexpression (OERPL10; Figure S6K) rescued shGm26917‐induced defects, restoring RPL10 levels (Figure 6N, O), proliferation (Figure 6P, Q), and normalizing differentiation, cell cycle, and apoptotic profiles (Figure 6R and Figure S6L–N). These data delineate a novel epitranscriptomic circuitry wherein NAT10‐mediated ac4C modification endows *Gm26917* with the capacity to stabilize *Rpl10* mRNA, thereby orchestrating FGSC fate decisions. The identical phenotypic spectra observed in shNAT10, shGm26917, and shRPL10 conditions underscore the biological coherence of this regulatory axis.

### 2.6 Diminished lncRNA *Gm26917*‐*Rpl10* mRNA Interaction Impairs mRNA Translation Efficiency in FGSCs

As an X chromosome‐encoded ribosomal assembly factor, RPL10 is essential for ribosome biogenesis. Puromycin incorporation assays demonstrated that shNAT10, shGm26917, or shRPL10 significantly impaired global translation efficiency (TE) in FGSC (Figure 7A–C), mechanistically linking the *Gm26917*‐*Rpl10* interaction to translation regulation. We found that reduced ac4C modification destabilized *Gm26917*, weakening its binding to *Rpl10* mRNA, ultimately decreasing RPL10 protein levels and disrupting FGSC development.

**FIGURE 7:**
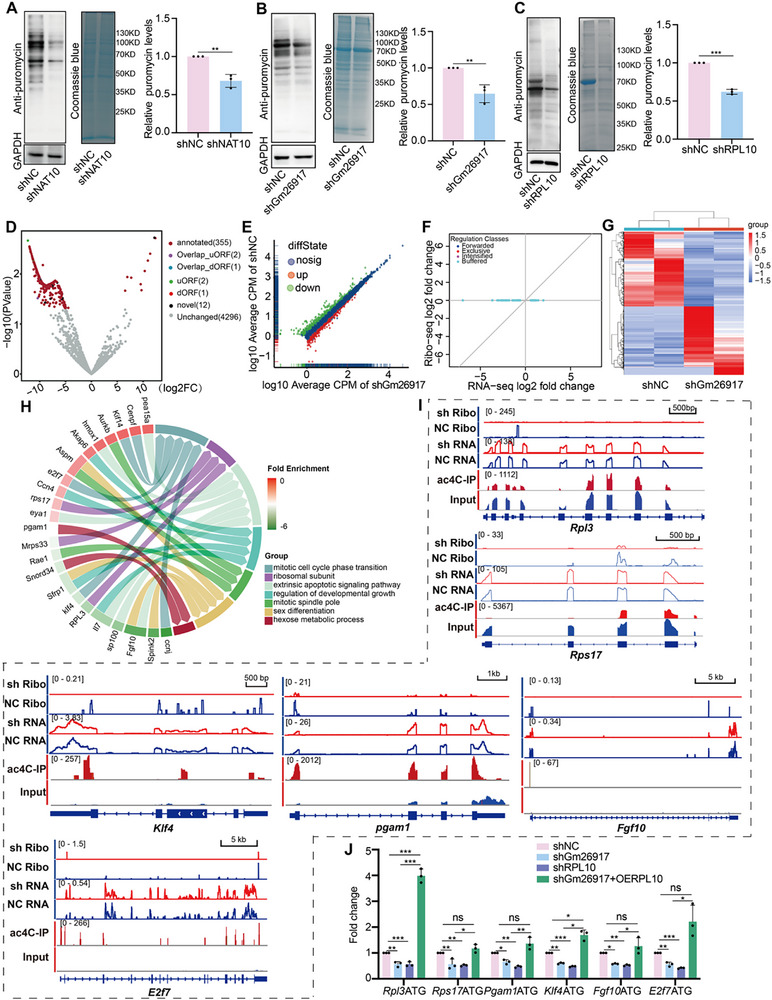
*Gm26917* knockdown impairs mRNA translation efficiency. (A–C) Global translation changes assessed by puromycin incorporation following shNAT10 (A), shGm26917 (B), or shRPL10 (C) treatment. Coomassie blue staining and GAPDH serve as loading controls (bottom: quantification of puromycin signal intensity). (D) ORF count distribution in shNC vs. shGm26917 FGSCs. (E) Differential gene expression profile (up‐/down‐regulated genes). (F) Scatter plot of deltaTE gene classification. (G) Heatmap of differentially translated genes (TEs). (H) Functional enrichment analysis of TE‐altered genes. (I) IGV tracks showing Ribo‐seq, RNA‐seq, and acRIP‐seq profiles for representative genes (*Rpl3*, *Rps17*, *Klf4*, *Pgam1*, *Fgf10*, and *E2f7*). (J) Translation initiation efficiency (ATG site) for selected genes across treatment conditions (shNC, shGm26917, shRPL10, and shGm26917+ OERPL10 FGSCs). ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001 (Student's t‐test; mean ± SD; Ribo‐seq: n = 2 biological replicates; other results: n = 3 biological replicates). Significance threshold: FC ≥ 1.5, p ≤ 0.05.

To elucidate the translational regulatory network governed by *Gm26917*, we performed Ribosome profiling and sequencing (Ribo‐seq) and RNA‐seq of *Gm26917* knockdown FGSCs. Principal component analysis (PCA) confirmed high reproducibility across biological replicates (Figure S7A), and fragment length distribution validated sequencing quality (Figure S7B). Using RiboCode, we identified and mapped active open reading frames (ORFs) by detecting P‐sites enriched at start codons (Figure S7C). Systematic classification of ORFs across all samples (Figure S7D, E) revealed 10 upregulated and 363 downregulated ORFs upon *Gm26917* depletion (Figure 7D).

Parallel RNA‐seq analysis (Figure S7F) and identified 521 upregulated and 611 downregulated genes (Figure 7E). Integrating of Ribo‐seq and RNA‐seq data via differential TE analysis uncovered 401 genes with increased TE and 381 with decreased TE (Figure 7F, G). Reactome (Figure S7G) and GO enrichment analyses (Figure S7H) highlighted significant enrichment of ribosome assembly‐related processes, consistent with RPL10 depletion. Strikingly, beyond ribosomal genes (*Rpl3*, *Rps17*), *Gm26917* knockdown selectively suppressed TE of key regulators governing differentiation (*Fgf10*), cell cycle progression (*Klf4*, *E2F7*), apoptosis (*Fgf10*), and metabolic process (*Pgam1*) (Figure 7H). Ribo‐seq confirmed reduced ribosome occupancy on these transcripts (Figure 7I), further validated by translational rate assays (Figure 7J). Critically, RPL10 overexpression (OERPL10) in shGm26917 FGSCs rescued TE defects, reinforcing the functional hierarchy of this axis. Our findings establish that ac4C‐modified *Gm26917* sustains *Rpl10* mRNA interaction to orchestrate translation efficiency of a network of genes critical for FGSC maintenance. Disruption of this epitranscriptomic checkpoint phenocopies RPL10 depletion, underscoring its central role in germline stem cell homeostasis.

### 2.7 EEF1A1 mediates the *Gm26917*‐*Rpl10* Interaction to Regulate mRNA Translational Efficiency

To identify RNA‐binding proteins (RBPs) mediating the *Gm26917*‐*Rpl10* interaction, we performed RNA antisense purification followed by mass spectrometry (RAP‐MS) [31] (Figure 5E). Proteomic profiling identified 60 candidate proteins (Figure S8A), with molecular weights predominantly between 30–60 kDa (Figure S8B) and displayed the peptides number of per protein (Figure S8C). The integrated protein‐protein interaction (PPI) network analysis is shown in Figure S8D. We found 10 proteins subcellular localization in cytoplasm (Figure 8A). Using the RBP2GO database (https://rbp2go.dkfz.de/), we systematically evaluated their RBP potential. We analyzed the proteins with top‐ranked RBP scores using MS data and revealed their subcellular localization patterns and physiological functions (Figure 8B). Taken together, EEF1A1 emerged as the top candidate, supported by silver staining revealing a specific ∼50 kDa band in *Gm26917* pull‐downs (vs. lacZ control; Figure 8C), and western blotting confirmed EEF1A1 enrichment (Figure 8D). EEF1A1 RIP‐qPCR demonstrated EEF1A1 binds both *Gm26917* and *Rpl10*, with binding attenuated upon shNAT10 (Figure 8E, F), and cytoplasmic co‐localization was confirmed by RNA FISH‐immunofluorescence (Figure 8G and Figure S8F). In order to more precisely map the interaction sites of EEF1A1 with *Rpl10*, we performed CLIP‐qPCR using specifically designed primers (Figure 8H). The results indicated that EEF1A1 appeared to bind in exon7 of *Rpl10* (Figure 8I).

**FIGURE 8:**
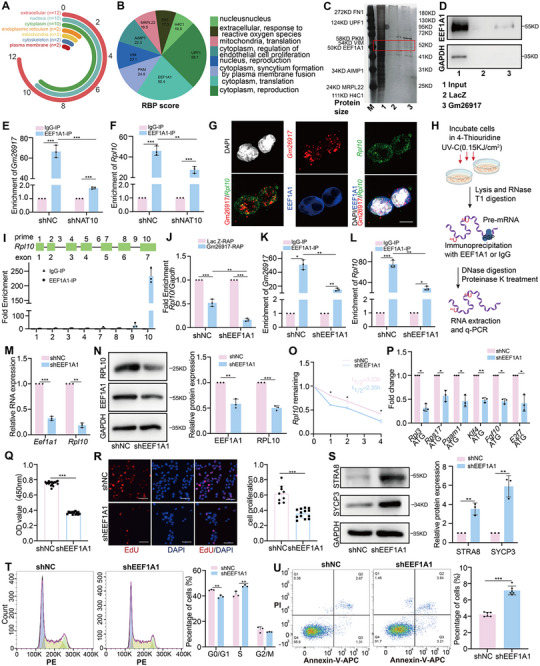
EEF1A1 regulates FGSC development through the *Gm26917*‐*Rpl10* axis. (A) Subcellular localization profile of candidate proteins. (B) RBP prediction scores, cellular localization and functional annotations of candidate proteins. (C and D) EEF1A1‐*Gm26917* interaction validated by RAP‐silver staining (C) and western blotting (D) (LacZ: negative control probes, Gm26917: *Gm26917* probes). (E and F) EEF1A1 RIP‐qPCR detected the affinity of EEF1A1 to *Gm26917* (E) and *Rpl10* (F) following *Nat10* knockdown. (G) FISH‐IF was used to analyze the co‐localization of EEF1A1 with *Gm26917* and *Rpl10*. Scale bars: 10 µm. (H) Schematic diagrams of the CLIP‐qPCR. (I) CLIP assays were performed to confrmed the interaction between EEF1A1 and the region of *Rpl10*. (J) RAP‐qPCR showing reduced *Rpl10* association with *Gm26917* probes upon *E* *ef1a1* knockdown. (K and L) EEF1A1 RIP‐qPCR confirming decreased binding to *Gm26917* (K) and *Rpl10* (L). M and N) RPL10 expression analysis by qRT‐PCR (M) and western blotting (N). (O) *Rpl10* mRNA stability assay using DRB treatment. (P) The translation rate at translation initiation site (referred to as ATG) of *Rpl3*, *Rps17*, *Pgam1*, *Klf4*, *Rps17*, *E2f7*, and *Fgf10* in shNC and shEEF1A1. (Q and R) CCK8 detected cell viability (Q) and EdU detected cell proliferation (R) upon *Eef1a1* knockdown. (S) Upregulation of meiotic markers (STRA8/SYCP3). (T and U) Cell cycle distribution (T) and apoptosis rate (U) by flow cytometry. Scale bars: 50 µm. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001 (Student's t‐test; mean ± SD; n = 3).

For functional validation, *Eef1a1* knockdown (shEEF1A1; Figure S8G, H) significantly reduced *Gm26917*‐*Rpl10* interaction (Figure 8J) and EEF1A1 binding enrichment with *Gm26917* and *Rpl10* (Figure 8K, L), decreased RPL10 expression levels (Figure 8M, N), and shortened *Rpl10* mRNA half‐life (3.33 to 2.35 h; Figure 8O). Notably, knockdown of *Eef1a1* recapitulated the translational efficiency reduction seen for specific mRNAs in *Gm26917*‐deficient FGSCs (Figure 8P). Phenotypically, EEF1A1 depletion recapitulated *Gm26917*/*Rpl10* knockdown effects, with impaired FGSC viability and proliferation (Figure 8Q, R), enhanced FGSC differentiation (Figure 8S), S‐phase cell cycle arrest (Figure 8T), and increased FGSC apoptosis (Figure 8U).

## 3 Discussion

FGSCs represent a crucial cellular reservoir for female fertility maintenance and regenerative therapies. Our study establishes ac4C modification as a master regulator of FGSC fate through a novel lncRNA‐mediated mechanism. Three key findings emerge: (1) ac4C modification is dynamically regulated during FGSC differentiation and essential for their maintenance; (2) The ac4C‐modified lncRNA *Gm26917* scaffolds a translational regulatory network by stabilizing *Rpl10* mRNA; (3) This axis requires the RBP EEF1A1 as a molecular bridge, revealing an unprecedented epitranscriptomic regulatory paradigm in stem cell biology.

ac4C modification governs FGSC maintenance. ac4C, m5C, and m6A are all involved in regulating RNA stability and translation efficiency. Unlike other RNA modifications, ac4C exhibits a unique position‐dependent dual regulatory role, promoting translation and mRNA stability within coding regions while inhibiting translation initiation at 5′ UTRs, whereas no clear regional preference has been observed in lncRNAs [32, 33, 34, 35]. In this study, the differentiation‐coupled decline in ac4C levels, recapitulated by NAT10 inhibition, and the concomitant bidirectional modulation of ac4C on genes (decreases with downregulation and increases with upregulation) point to a complex regulatory network governing ac4C dynamics in FGSC homeostasis. But the dynamics of ac4C on other RNA types beyond mRNA and lncRNA, as well as the regulatory machinery (such as other writers, erasers, and readers) governing these modifications, warrant future investigation. ac4C‐seq analysis revealed conserved modification patterns consistent with prior reports in other systems [32, 36, 37], but with distinct functional consequences in FGSCs. Moreover, the mechanism underlying the RE‐induced reduction of NAT10 protein levels in FGSCs requires further investigation. Genetic ablation (DDX4creERT2) and pharmacological inhibition experiment conclusively demonstrated that ac4C depletion triggers FGSC differentiation while impairing proliferation and viability, establishing NAT10 as a guardian of the undifferentiated state.

The ac4C‐*Gm26917*‐*Rpl10* regulatory axis plays a critical role in the regulation of FGSC fate by stabilizing the *Rpl10* mRNA through the action of the ac4C‐modified lncRNA *Gm26917*. Beyond its canonical roles in mRNA stability/translation [1, 6, 38], we discover that ac4C orchestrates functional RNA interactomes. RIC‐seq analysis identifies *Gm26917* as a hub lncRNA with numerous interactions, among which the *Gm26917*‐*Rpl10* pair emerged as particularly consequential. Mechanistically, ac4C modification stabilizes *Gm26917* (6.78 to 3.4 h upon *Nat10* knockdown). *Gm26917* in turn stabilizes *Rpl10* mRNA (3.46 to 1.48 h upon *Gm26917* knockdown), and boosts mRNA translation efficiency. This occurs despite *Rpl10* mRNA lacking detectable ac4C sites, revealing a trans‐stabilization mechanism. The phenotypic convergence of shNAT10, shGm26917, and shRPL10 conditions‐rescued by RPL10 overexpression—establishes this axis as biologically coherent and functionally essential.

EEF1A1 mediates the lncRNA‐mRNA interaction. Proteomic and biochemical identified EEF1A1 (RBP) as the physical bridge between *Gm26917* and *Rpl10*. This interaction requires ac4C modification (reduced binding in shNAT10). Also, the interaction is EEF1A1‐dependent (abrogated by *E* *ef1a1* knockdown), and controls *Rpl10* mRNA stability and translation. Notably, translationally repressed targets in shGm26917 cells showed concordant TE reduction in shEEF1A1 cells, demonstrating functional conservation of this regulatory node.

This study reveals important biological and therapeutic implications. The ac4C‐*Gm26917*‐EEF1A1‐*Rpl10* axis represents a previously unrecognized mechanism coordinating ribosome biogenesis with stem cell fate decisions (Figure 9). Several lines of evidence underscore its physiological relevance. 1. Disease relevance: The observed phenotypes mirror ribosomopathies caused by RPL10 mutations in T‐cell acute lymphoblastic leukemia (T‐ALL), where RPL10 Arg98Ser disrupts ribosome biogenesis and drives oncogenic transformation [39, 40]. This parallel suggests conserved molecular mechanisms between germ cell development and hematopoietic malignancies; 2. Developmental conservation: The axis shows remarkable functional parallels with meiotic sex chromosome inactivation (MSCI) during spermatogenesis, where the testis‐specific paralog *Rpl10L* compensates for transcriptional silencing of *Rpl10* [41]. This conservation across germ cell lineages highlights its fundamental role in gametogenesis; 3. Regulatory breadth: The network coordinately controls master regulators of germ cell biology, including *Fgf10*, *Klf4*, *Pgam1*, and *E2f7*, demonstrating its pleiotropic effects on FGSC fate determination. The selective ac4C modification of regulatory RNAs (*Gm26917*) but not structural ribosomal components (*Rpl3*, *Rps17*) suggests a sophisticated epitranscriptomic code distinguishing regulatory vs. housekeeping transcripts in FGSCs.

**FIGURE 9:**
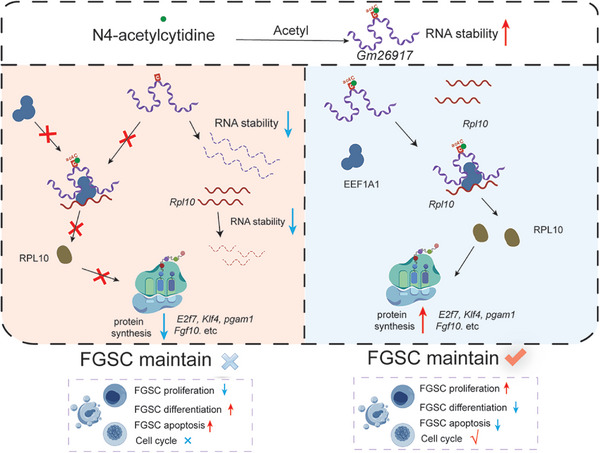
Working model: ac4C‐dependent translational regulation of FGSC fate. Schematic illustrating the ac4C‐*Gm26917*‐EEF1A1‐*Rpl10* regulatory axis: NAT10‐mediated ac4C modification stabilizes *Gm26917*; EEF1A1‐mediated *Gm26917* recruits *Rpl10* mRNA; Coordinated regulation maintains translational homeostasis essential for FGSC self‐renewal. Schematic diagrams were created with BioGDP.com.

Future directions emerge from this study. While we establish ac4C's role in lncRNA stability, the structural consequences of this modification remain to be elucidated. Potential mechanisms include altered RNA secondary structure, modulation of RBP binding landscapes, and changes in subcellular localization. Furthermore, the therapeutic potential of targeting this axis ‐either through NAT10 inhibition or EEF1A1 modulation—warrants investigation in fertility preservation and regenerative contexts.

In conclusion, our work reveals that ac4C modification coordinates gene expression through both direct RNA stabilization and three‐dimensional organization of lncRNA‐mRNA interactomes. By identifying ac4C‐*Gm26917*‐EEF1A1‐*Rpl10* axis as a central regulator of FGSC fate, we expand the functional repertoire of epitranscriptomic modifications and provide new molecular targets for FGSC maintenance and ovarian repair.

## 4 Experimental Section

### 4.1 Mouse Models

The floxed *Nat10* (*Nat10* flox/flox) alleles and DDX4CreERT2 transgenic mice were provided by Prof. Jianqiang Bao's laboratory [42]. The germ cell‐specific *Nat10*‐deficient mice (*Nat10*‐DcKO) were generated by crossing *Nat10* flox/flox mice with DDX4‐CreERT2 transgenic mice. Successful recombination was confirmed by RT‐PCR genotyping. To induce NAT10 deletion, DDX4+/cre, NAT10flox/flox mice received intraperitoneal tamoxifen injections (10540‐29‐1, Mce) dissolved in corn oil (8001‐30‐7, Mce) for four consecutive days.

All mice were maintained on a C57BL/6J background. Animal experiments were approved by the Institutional Animal Care and Use Committee of the University of Science and Technology of China (USTC; ethical approval: A2019118).

### 4.2 Culture and Differentiation of FGSCs

FGSCs were cultured and differentiated as previously described [28, 30]. For differentiation, FGSCs were co‐cultured with granulosa cells (GCs) in MEM‐α medium (12000063, Gibco) supplemented with 5% fetal bovine serum (FBS; Front), 10 ng/mL bFGF (PeproTech), 0.1 µM retinoic acid (RA; R2625, Sigma), 10 ng/mL bone morphogenic protein (BMP4; PeproTech), 1 mM nonessential amino acids (NEAA; 11140050, Gibco), 1 mM sodium pyruvate (11360070, Gibco), 2 mM L‐glutamine (25030081, Gibco) and 0.1 mM β‐mercaptoethanol (444203, Sigma). Cells were maintained at 37°C with 5% CO_2_, and the medium was refreshed every 48 h.

### 4.3 RNA Isolation, RT‒PCR, and qRT‒PCR

Total RNA was extracted using TRIzol reagent (DP424, Tiangen), reverse‐transcribed with cDNA Synthesis SuperMix (11141ES60, Yeasen). The RT‐PCR was performed with 2x Hieff PCR Master Mix (10106ES03, Yeasen) and detected by Gel electrophoresis. The expression of the target genes was measured by Universal Blue qPCR SYBR Green Master Mix (11184ES03, Yeasen). *G* *apdh* served as the internal control. The primer sequences are shown in Table S1.

### 4.4 Western Blotting

Proteins were lysed in RIPA buffer (P0013B, beyotime) with 1× protease inhibitor cocktail (P1005, beyotime), quantified via BCA protein quantification kit (20200ES76, Yeasen), and desaturated in 5× loading buffer (C508320, Sangon Biotech). Samples were separated by sodium dodecyl sulfate‐polyacrylamide gel electrophoresis (SDS‐PAGE) and transferred onto polyvinylidene difluoride (PVDF) membranes. Membranes were blocked with non‐fat milk in TBST, and probed with primary and secondary antibodies. Signals were detected using Super ECL Reagent (36208ES60, Yeasen) on a FUSION FX imager (VILBER, France). The details of antibodies are listed in Table S2.

### 4.5 RNA Dot Blotting for ac4C

The ac4C dot blottingting was conducted to detect the ac4C level of total RNA and mRNA as previously described [43]. Total RNA or poly(A)‐enriched mRNA (isolated using Dynabeads mRNA Purification Kit, 61006, Invitrogen) was denatured with denaturation solution (20X SSC solution: RNA = 1:1) at 95°C for 5 min, spotted onto nitrocellulose membrane, and UV‐crosslinked (UV 254 nm, 6 min). Membranes were stained with methylene blue (MB, M4159, Sigma) for 5 min, washed with 75% ethanol, PBST buffer (containing 0.02% Tween 20), and blocked. Then membranes were probed with anti‐ac4C antibody (ab252215, Abcam; 1:1000) followed by HRP‐conjugated secondary antibody (sa00001‐2, Proteintech; 1:2000). Signals were visualised using a FUSION FX imager (VILBER, France).

### 4.6 Immunofluorescence

Cells were washed with PBS and fixed with 4% paraformaldehyde (PFA), followed by treatment with 0.5% Triton X‐100 (T9284, Sigma) and blocked with 10% goat serum after washing. Then, the cells were incubated sequentially with primary antibodies and then Alexa Fluor 488/or Alexa Fluor 594‐conjugated secondary antibodies. The nucleus was stained with 40,6‐diamidino‐2‐phenylindole (DAPI, C1002, Beyotime), and DMI3000B fluorescence microscope (Leica) was used to obtain images.

### 4.7 acRIP‐seq

FGSCs and Dif‐FGCs were subjected to ac4C RNA immunoprecipitation and sequencing (acRIP‐seq) by CloudSeq Inc. (Shanghai, China) as previously described. [1, 32, 43] In short, total RNA was extracted, followed by ribosomal RNA (rRNA) depletion using NEBNext rRNA Depletion Kit v2. For library preparation, RNA Fragmentation Reagents were used to fragment the RNA to ∼200 nt. Then, the RNA fragments were incubated with the protein A beads/ ac4C antibody complexes for 4 h at 4°C. Eluted the ac4C‐enriched RNA fragments off the beads by proteinase K digestion, and purified the RNA fragments by phenol‐chloroform. Subsequently, the RNA fragments were used for RNA library construction. RNA Library quality was detected by Agilent 2100 bioanalyzer, and Library sequencing was performed on the NovaSeq platform (Illumina). Raw sequence data and processed data were submitted to the GEO and are accessible through the accession number GEO: GSE298164.

### 4.8 Lentiviral Infection and Screen of FGSCs

Lentivirus infection was performed according to the manufacturer's protocol. FGSCs were infected with lentiviruses encoding shRNAs against *Nat10* (shNAT10, Obio technology, China), *Gm26917* (shGm26917, Obio technology, China), or *Rpl10* (shRPL10, Genomeditech bio‐technology, China), or overexpressing *Nat10* (OENAT10, HANbio, China). Briefly, cells were infected with lentivirus at 30–40%, and infected cells were selected using 1–5 µg/mL puromycin (ST551, Beyotime) or 1–5 µg/mL blasticidin S (B796830, Macklin), depending on the resistance genes encoded by the lentiviral vector. The oligonucleotides of the siRNA sequence are shown in Table S3.

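Table S3 gives 3 target sequences each for *Nat10*, *Gm26917*, *Rpl10* and *Eef1a1*. Each was matched exactly to the transcripts of GENCODE M21 on GRCm38. The 3 *Nat10* sequences matched *Nat10* on chromosome 2, at 103731978 to 103731998, 103754169 to 103754189 and 103734449 to 103734469. Of the 3 *Gm26917* sequences, 1 lies inside the annotated *Gm26917*, at 39844007 to 39844025 on chromosome 17. The other 2, at 39846994 to 39847012 and at 39847713 to 39847731, lie beyond its annotated end, in *Gm42418* and *CT010467.1*. All 3 *Rpl10* sequences matched *Rpl10*, and each also matched *Rpl10-ps3* and several *Rpl10* pseudogenes exactly. All 3 *Eef1a1* sequences matched *Eef1a1*, and each also matched several processed pseudogenes exactly.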

### 4.9 CCK‐8 and EdU Labeling Assay

Cell counting Kit 8 (CCK‐8) assay (C0037, beyotime) was used to detecte cell viability, and the 5‐Ethynyl‐2’‐Deoxyuridine (EdU) assay (C10310‐1, RiboBio) was performed to evaluate cell proliferation according to the manufacturer's instructions.

### 4.10 Flow Cytometry Analysis

Cell cycle and apoptosis were analyzed by flow cytometry (BD FACSCalibur machine, BD Biosciences) using Propidium staining (C1052, beyotime) and annexin V APC/propidium iodide (PI) (88‐8007‐74, Thermo Fisher) staining, respectively.

### 4.11 hematoxylin‐eosin Staining

The ovaries were fixation with 4% paraformaldehyde and embedded in paraffin [44]. Ovarian specimens were processed through paraffin embedding and serially sectioned at 5 µm thickness. Following conventional hematoxylin‐eosin (H&E) staining, follicular enumeration was conducted per established histological criteria [45]. Besides, the paraffin sections were stained by immunofluorescence after antigen repair.

### 4.12 Immunohistochemistry

The mice were injected with 200 µg EdU (A10044, Thermo Fisher) after being injected with tamoxifen for four consecutive days. The ovaries were flash frozen with OCT (14020108926, Leica). The frozen section was circled with an immunohistochemical pen (J417FC0551, BBI Life Sciences). Then EdU staining was accomplished by kit (C10339, Thermo Fisher) according to the manufacturer's instructions, following incubated with DDX4‐antibody, Alexa Fluor 488‐conjugated secondary antibodies (RGAR002, Proteintech), and the nucleus was stained with DAPI. The images were photographed under a DMI3000B fluorescence microscope (Leica).

### 4.13 Germ Cell Enrichment from Mouse Ovaries

FGSCs and oocytes were released from isolated ovaries of WT and KONAT10 mice by mincing and enzymatic digestion. Following a 3 h differential adhesion, non‐adherent cells were collected, and germ cells were purified with DDX4 magnetic beads for total RNA extraction. The RNA isolated from germ cells of mouse ovaries was used for dot blotting and RT‐qPCR analysis.

### 4.14 Long RNA Sequencing (LongRNA‐seq)

Total RNA extracted with TRIzol was used to prepare rRNA‐depleted libraries (Epi Mini LongRNA‐seq Kit, Guangzhou Epibiotek), which were sequenced on a NovaSeq 6000 (150 bp, paired‐end). Clean reads were aligned to the reference genome (HISAT2) and analyzed for differential expression (DESeq2). The data are available in the GEO database (accession number: GSE298163).

### 4.15 RIC‐seq

RNA in situ conformation sequencing (RIC‐seq) was completed by Guangzhou Epibiotek Co.,Ltd. Briefly, shNC and shNAT10 FGSCs were washed with PBS, crosslinked with PBS solution containing 1% formaldehyde, followed by quenching with glycine buffer. Subsequently, the cells were washed with PBS, scraped on ice, and centrifuged at 500×g for 10 min at 4°C. The cell pellet was snap‐frozen in liquid nitrogen and stored. The remaining steps were performed according to the manufacturer's protocol [17]. Samples were permeabilized with permeabilization buffer, 2 U/mL SUPERase In RNase inhibitor (AM2694, Thermo Fisher) on ice. RNAs subsequently were digested with MNase (1: 100,000 dilution, EN0181, Thermo Fisher) and treated with FastAP thermosensitive alkaline phosphatase (EF0651, Thermo Fisher) at 37°C to generate dephosphorylated 3’ overhangs. The RNA 3’end was labeled with pCp–biotin (20160, Thermo Fisher), followed by treatment with FastAP thermosensitive alkaline phosphatase and T4 PNK (EK0032, Thermo Fisher) at 37°C. After proximity ligation with T4 RNA ligase (EL0021, Thermo Fisher), ligated RNAs were extracted, and treated with DNase I. rRNA was removed xia the Ribo‐off rRNA depletion kit (N406‐01, Vazyme). Following rRNA depletion, the remaining RNA population underwent fragmentation, followed by C‐biotin affinity selection and subsequent strand‐oriented library preparation.

### 4.16 RIP‐qPCR

Both acRIP‐qPCR (to examine ac4C modification levels of target genes) and EEF1A1 RIP‐qPCR (to identify RNAs binding to EEF1A1) were performed using the immunoprecipitation kit (P0102, Geneseed Biotech, Guangzhou) according to the manufacturer's instructions. Briefly, RNA fragments were incubated with protein A/G magnetic beads pre‐bound to either 5 µg anti‐ac4C or anti‐EEF1A1 antibodies (4°C, overnight). The antibody‐binded RNA was eluted by elution buffer, then analyzed by qRT‒PCR. The primer sequences are shown in Table S1.

### 4.17 RNA Stability Assays

To evaluate RNA stability, cells were treated with 75 µM 5, 6‐dichloro‐1‐b‐D‐ribofuranosylbenzimidazole (DRB, C4798, APExBIO) for 0, 1, and 3 h. Total RNA was extracted, and the target mRNAs half‐life was determined by qRT‐PCR. The primer sequences are shown in Table S1.

### 4.18 Cross‐linking Immunoprecipitation and qPCR

Crosslinking‐immunoprecipitation (CLIP) was performed by CLIP kit (Bes3014, Bersin). Briefly, cells were pre‐treated with 4‐thiouridine and subsequently irradiated with 254 nm UV on ice for crosslink of protein to RNA. Cells were lysed and digested by RNase T1, and the protein‐RNA complexes were immunoprecipitated using EEF1A1 or IgG antibody. protein‐RNA complexes were incubated with Protein A/G beads, followed by DNase I treated, proteinase K digestion, and extracted. Purified RNAs were reverse‐transcribed into cDNA (M201, Yeasen). PCR reactions were set up and run using the specific forward primers and a universal tailed reverse primer. The enrichment values were normalized to the input sample and calculated using the 2^(−ΔΔCt) method. The primer sequences are shown in Table S1.

### 4.19 Puromycin Intake Assay

The puromycin intake assay was conducted according to the previous report [46, 47]. In short, the cells were incubated with puromycin (1 µg/mL; ST551, Beyotime) for 1 h at 37°C. The proteins were extracted with RIPA lysis buffer, and equal amounts of protein were used for western blotting. Proteins were incubated with puromycin antibodies (A21205, ABclonal).

### 4.20 Nucleotide‐resolution Method for Proling *Gm26917* ac4C Sites

Chemical reduction was performed by incubating RNA with 1 M sodium borohydride (NaBH_4_, 215511, Sigma) at RT for 20 min post‐HCl (1 M) activation. Reactions were quenched with Tris‐HCl (1 M, pH 8.0) before miRNeasy purification (217084, Qiagen). ac4C modification rates at *Gm26917* loci were determined by sequencing chromatogram analysis of RT‐PCR products [48, 49]. The primer sequences are shown in Table S1.

### 4.21 RAP‐qPCR and RAP‐MS

We designed a biotin‐labeled probe set of *Gm26917* (Bersinbio) and performed RNA antisense purification (RAP) [50] analysis using the RAP kit (Bes5103‐3, Bersinbio) to pull down the target RNA and the RNA‐binding proteins (RBPs) that interact with *Gm26917*. The target RNA or protein will be attached to the magnetic beads. We combined RAP with quantitative PCR (RAP‐qPCR) to detect the downstream target genes of *Gm26917*. Additionally, RBPs were analyzed using mass spectrometry (MS) to identify unknown interacting proteins, with the analysis conducted by PTM Bio. The proteins were detected using a silver staining kit (P0017S, Beyotime). The mass spectrometry data can be accessed in ProteomeXchange with the dataset identifier PXD063853. Information about *Gm26917* probes is listed in Table S4.

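The RAP probe set of Table S4 holds 9 biotin-labelled oligonucleotides against *Gm26917*. Each was matched exactly to the transcripts of GENCODE M21 on GRCm38, and all 9 run antisense to *Gm26917*. Of them, 6 lie in the annotated *Gm26917* and 3 in the neighbouring *CT010467.1*, 1 of which also lies in *Gm42418*. The site numbers in the table start at position 39842997 of chromosome 17 for every probe, so that the probes follow a single continuous sequence that runs past the annotated end of *Gm26917*.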

### 4.22 Single‐molecule Fluorescence In Situ Hybridization and Immunofluorescence

The co‐localization of lncRNA *Gm26917* and *Rpl10* mRNA was detected by the ViewRNA Cell Plus Assay Kit (GenePharma) according to the manufacturer's instructions. Briefly, cells grow on cover glass and are incubated with *Gm26917*‐28 Hybridization probe and *Rpl10*‐25 Hybridization probe, next stepwise incubation with amplification 28/25 probe, image 28 Cy5/25 Cy3 probe. Furthermore, to detect *Gm26917*‐*Rpl10* co‐localisation with target proteins, EEF1A1 or DDX4, antibody incubation was performed prior to probe hybridization, followed by fixation with PFA to preserve the antibody‐epitope binding. Following acquisition with a confocal microscope (Stellaris 5; Leica), images from each fluorescence channel were assigned appropriate pseudocolors using the LASX software. Fluorescence intensity was quantified using ImageJ, and Pearson's correlation coefficient, along with thresholded Manders’ coefficients (M1thr and M2thr) were calculated using the JACoP plugin [17, 51]. The information of *Gm26917* and *Rpl10* probes is listed in Table S5.

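Of the 48 FISH probes for *Gm26917* in Table S5, 41 match the annotated *Gm26917* of GENCODE M21 and 7 match *Gm42418* or *CT010467.1*. They cover chromosome 17 of GRCm38 from 39843188 to 39848731. The 4 *Rpl10* probes all match *Rpl10*, and all 4 also match *Rpl10-ps3* on chromosome 9 exactly.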

### 4.23 Ribo‐seq

Ribosome profiling and sequencing (Ribo‐seq) was completed by Geneseed Biotech Co.,Ltd (Guangzhou, China). In brief, the cells were treated with cycloheximide (CHX, 100 µg/mL; Sigma, USA) and washed with PBS (with CHX). Cells were scraped off and centrifuged to collect cell precipitates, which were then stored at ‐80°C. The remaining steps were carried out by a company according to previously described methods [43]. The ribo‐seq library was constructed by digesting cell lysates with RNase I, followed by the isolation of ribosome complexes through ultracentrifugation over a 1 M sucrose cushion. RNA was extracted using the miRNeasy Micro Kit, and approximately 28 nt ribosome‐protected fragments were purified by urea‐PAGE. A small RNA library was prepared through adapter ligation, reverse transcription, and PCR amplification, with final size selection performed using SPRI beads. Library quality was verified using a Bioanalyzer before equimolar pooling and sequencing on NovaSeq 6000. Raw sequence data and processed data were submitted to the GEO and are accessible through the accession number GEO: Ribo‐seq data, GSE304964, and the related RNA‐seq data, GSE304963.

### 4.24 Detection of Target mRNA Translation Rate

We measured the translation rates of target mRNAs at the initiation site using a modified “Targeted Profiling of RNA Translation” method [52, 53, 54]. Briefly, cells were treated with pre‐cooled 100 mg/mL cycloheximide (CHX) in PBS before lysis in a buffer containing 150 mM sodium chloride, 20 mM Tris (pH 7.4), 5 mM magnesium chloride, 1 mM DTT, 1% (v/v) Triton X‐100, and 1 mg/mL cycloheximide. The samples were then immediately frozen in liquid nitrogen. After thawing on ice, the lysates were scraped, centrifuged, and the supernatant was digested with RNase I at 4°C for 1 h. An RNase inhibitor was added to terminate the reaction. RNA was extracted using TRIzol reagent, reverse‐transcribed, and analyzed by qPCR. We assessed translation rates at initiation sites. The rate of *Gapdh* was used for comparative analysis. The primer sequences are listed in Table S1.

### 4.25 Quantification and Statistical Analysis

All experiments were performed at least in triplicate in this study. The gray of western blottings, Dot blottings, and IF intensity were quantified with ImageJ. Statistical significance of experiment results was analyzed by Graph‐Pad Prism 9 software (GraphPad, San Diego, CA, USA), Statistical significance was assessed using one‐way ANOVA or Student's *t*‐test, as appropriate. The details were described in the corresponding Figure legends. A p‐value of < 0.05 was considered statistically significant.

## Author Contributions

Ji Wu, Xinyue Li, and Xiaopeng Hu designed the experiments; Xinyue Li performed the experiments, analyzed and interpreted the data; Ji Wu, Xiaopeng Hu, and Xinyue Li wrote and modified the manuscript; Ji Wu concerned and supervised the study. All authors discussed results, reviewed and edited the manuscript.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supporting File**: advs74863‐sup‐0001‐suppmat.docx.

**Supporting File**: advs74863‐sup‐0002‐blots.docx.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: N4‐acetylcytidine in LncRNA Gm26917 Promotes Translation in Female Germline Stem Cells by Recruiting Ribosomal Protein mRNA via EEF1A1
**Source:** Adv Sci (Weinh). 2026 Mar 17;13(30):e20059. doi: 10.1002/advs.202520059
**Supplement:** Supplementary file 1 — Supporting File: advs74863‐sup‐0001‐suppmat.docx.

Supplementary Materials for

**N4-acetylcytidine in LncRNA *Gm26917* Promotes Translation in Female Germline Stem Cells by Recruiting Ribosomal Protein mRNA via EEF1A1**

Xinyue Li, Xiaopeng Hu*, Ji Wu*

Y. Li, P. Hu, J. Wu

J. Wu

J. Wu

**This PDF file includes:**

Figure S1 to S8

Tables S1 to S5

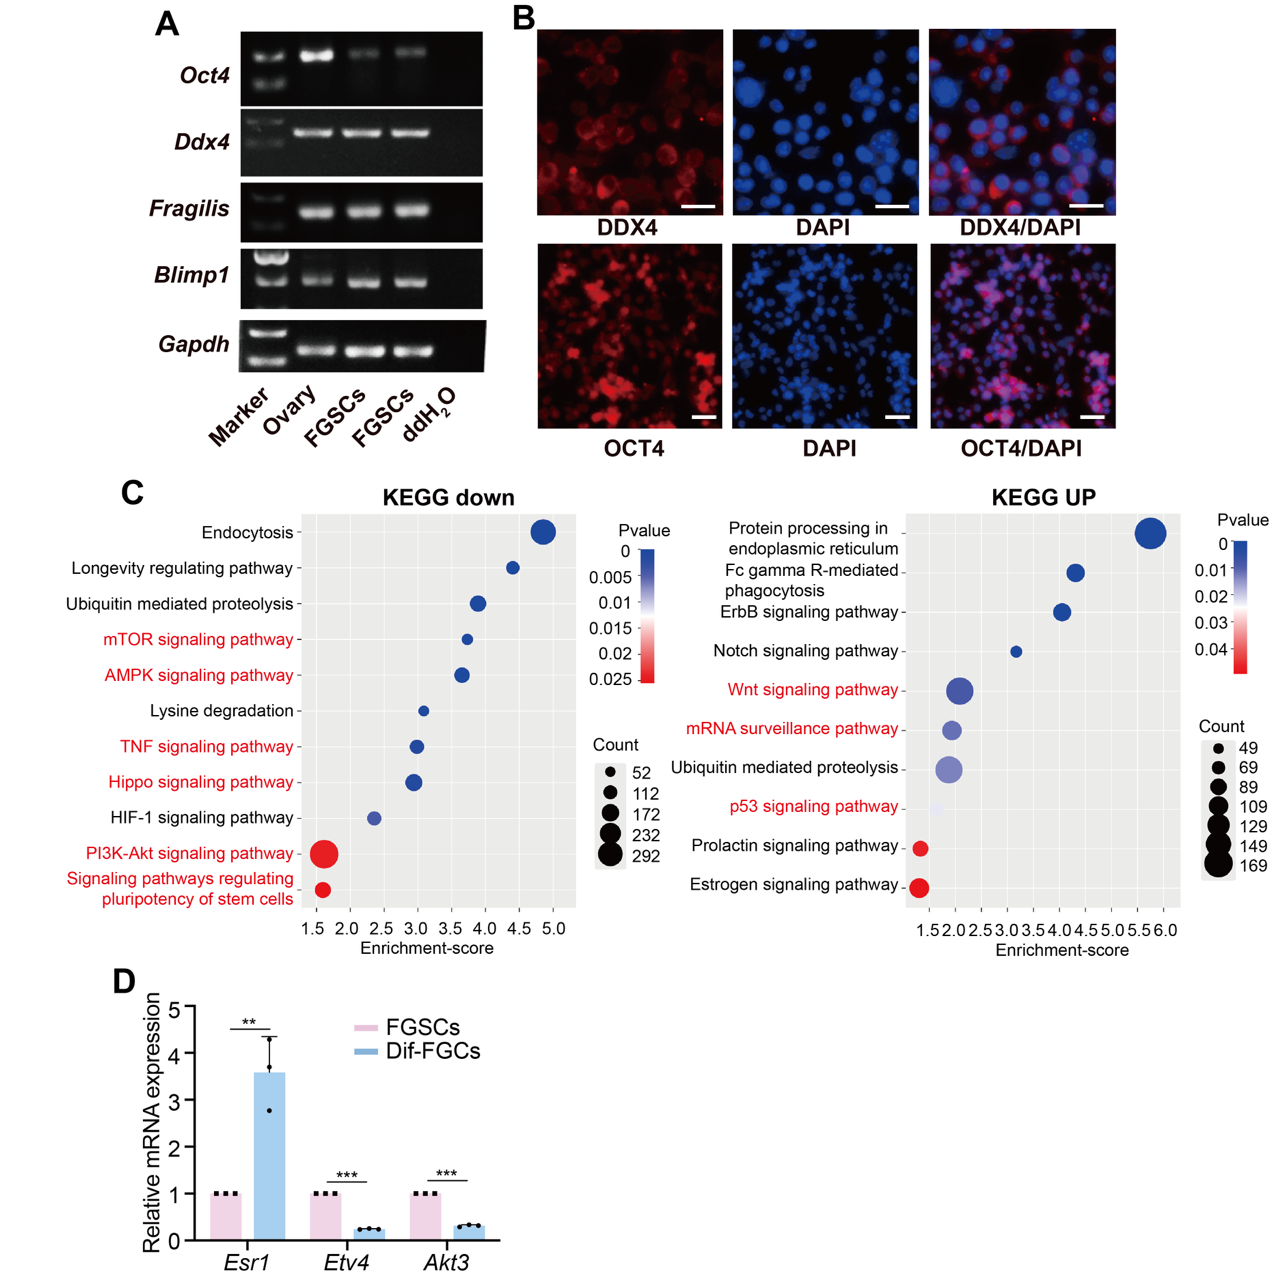

**Figure S1. Characterization of FGSCs in vitro and acRIP-seq data analysis. A)** RT-PCR analysis of germline markers (*Oct4*, *Ddx4*, *Fragilis*, and *Blimp1*) in FGSCs. **B)** Immunofluorescence of DDX4 and OCT4 in FGSCs. **C)** KEGG pathway enrichment of genes with differential ac4C modifications (downregulated: left; upregulated: right). **D)** RT-qPCR analysis the expression of *Esr1*, *Etv4*, and *Akt3* in FGSCs and Dif-FGCs. Scale bars: 50 μm. Data represent mean ± SD (n=3 biological replicates).

**
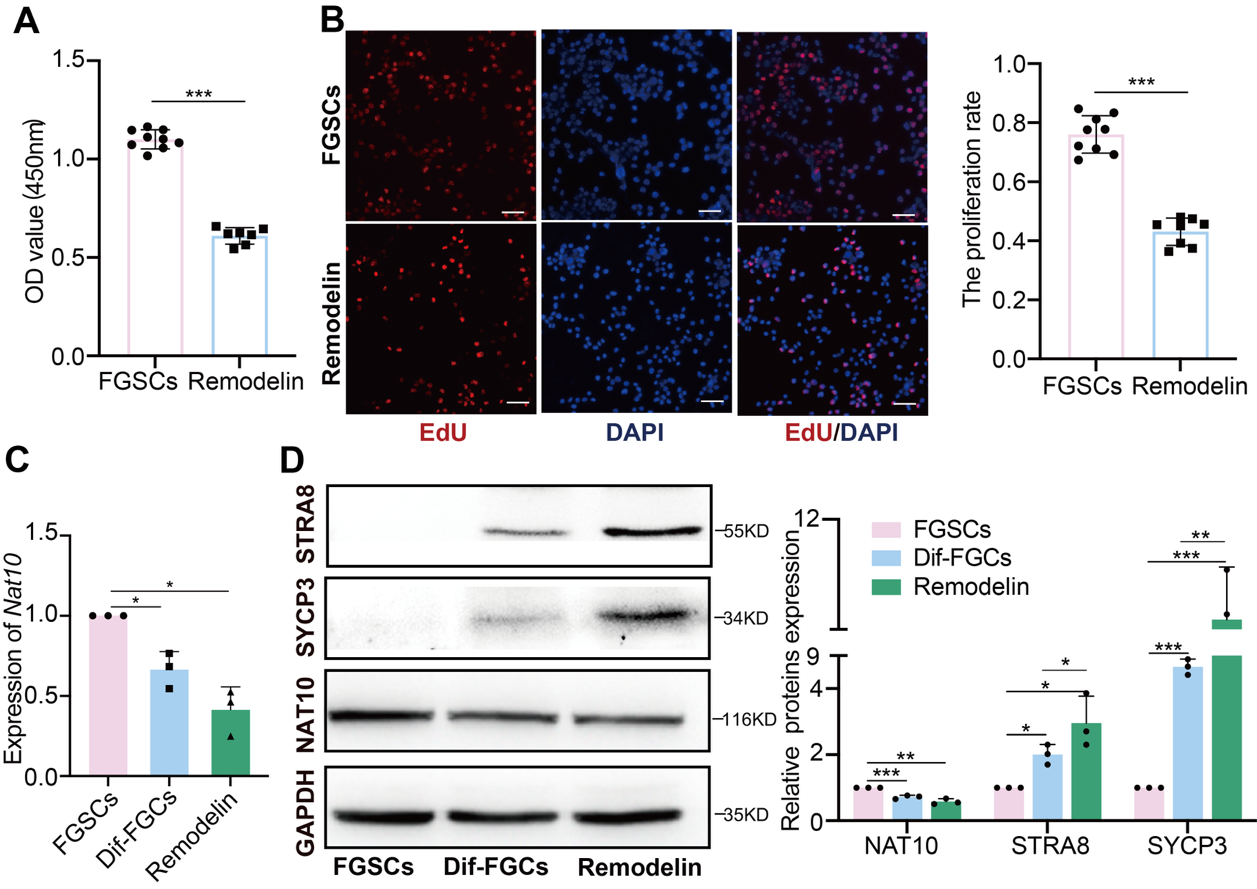
**

**Figure S2. Remodelin-induced FGSC differentiation in vitro. A and B)** Remodelin treatment suppressed FGSC viability (A) and proliferation (B). **C)** Detecting the expression of *Nat10* by RT-qPCR. **D)** Western blotting analysis of NAT10, STRA8, and SYCP3 expression across conditions, including FGSCs, Dif-FGCs, and Remodelin-treated FGSCs. Scale bars: 50 μm. *p<0.05, **p<0.01, ***p<0.001. Data represent mean ± SD (n=3).

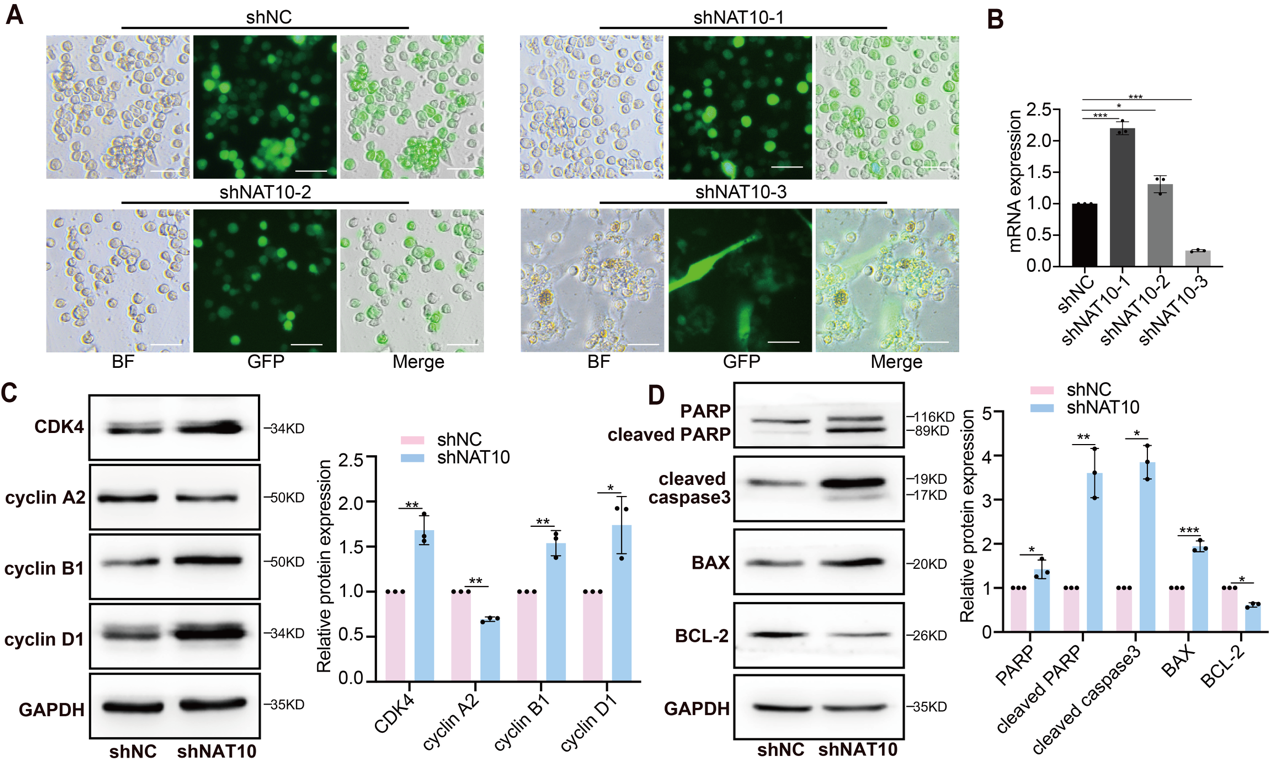

**Figure S3. Validation of shNAT10 lentiviral infection and analysis of cell cycle/apoptosis markers. A)** Morphological assessment of FGSCs following lentiviral infection with either control (shNC) or *Nat10*-targeting shRNA (shNAT10). **B)** Quantitative verification of *Nat10* knockdown efficiency by RT-qPCR. **C)** Western blotting analysis of key cell cycle regulatory proteins in shNC vs. shNAT10 FGSCs. **D)** Western blotting evaluation of apoptosis-related protein expression following *Nat10* knockdown. Scale bars: 50 μm. *p<0.05, **p<0.01, ***p<0.001. Data represent mean ± SD (n=3 biological replicates).

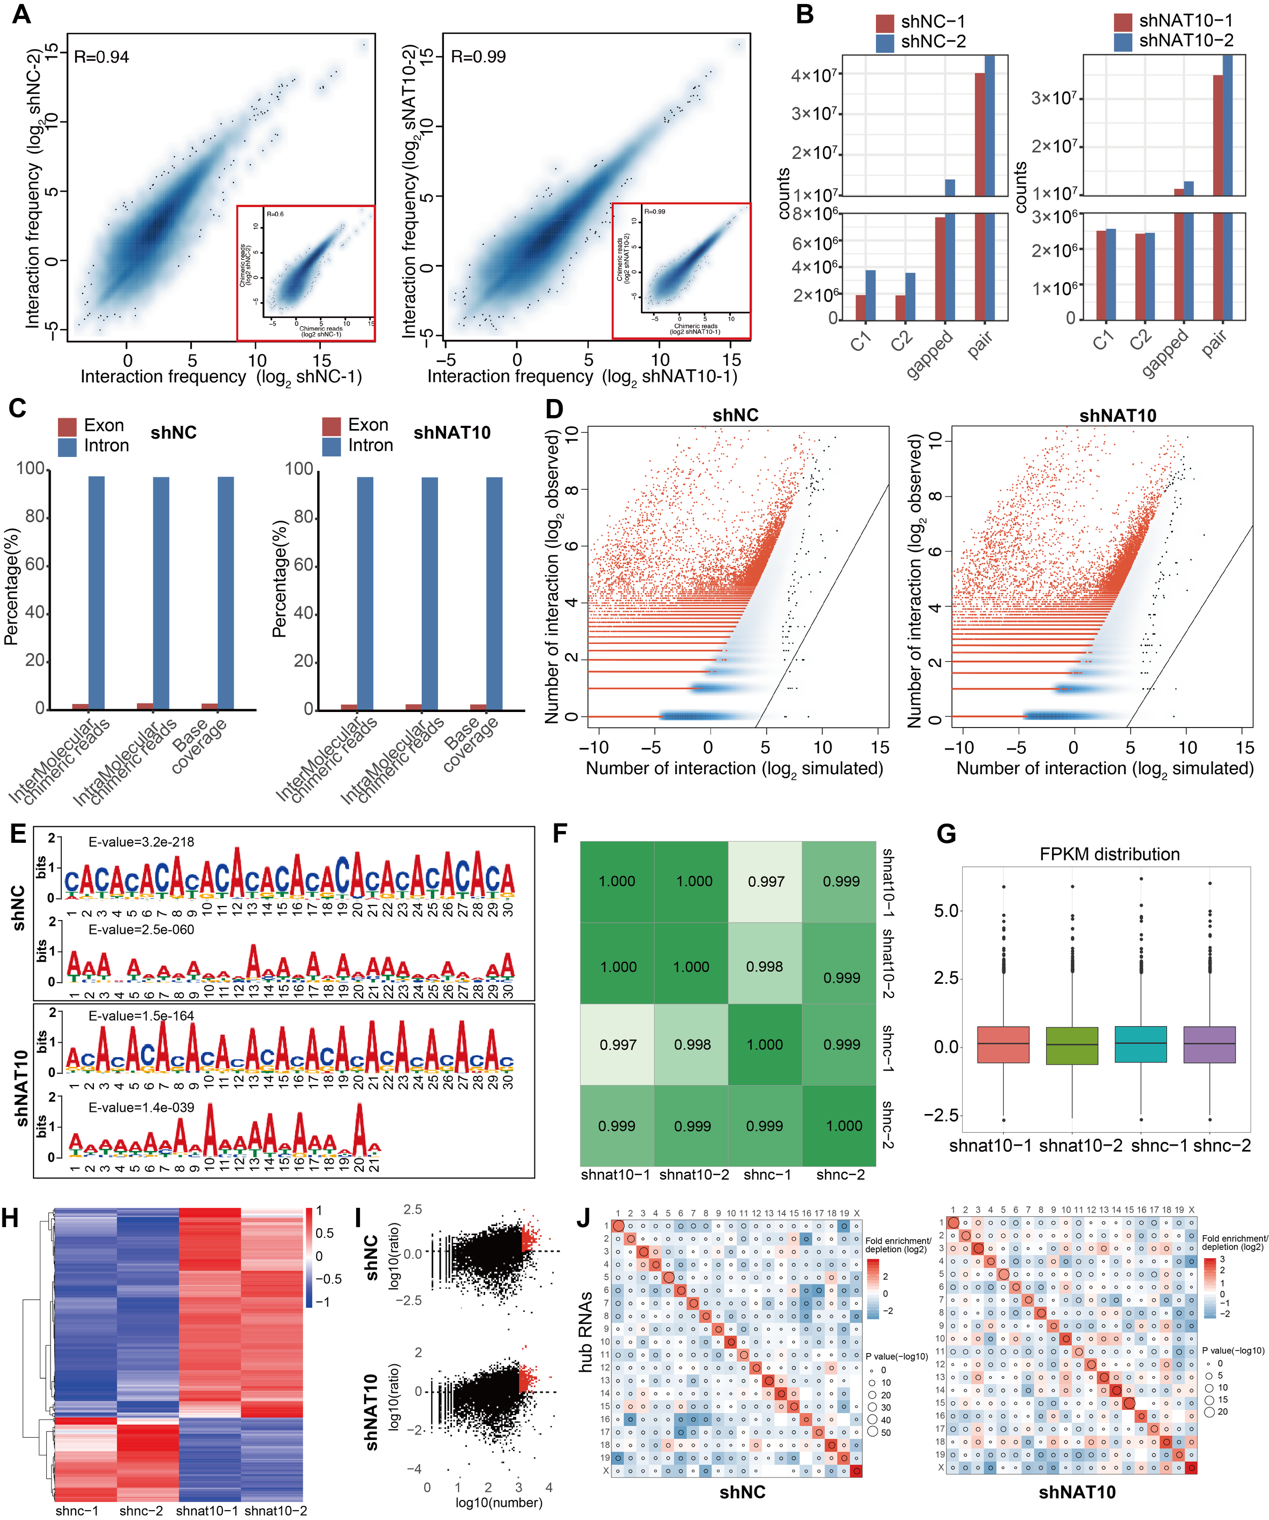

**Figure S4.** **Global RIC-seq and Long RNA-seq characteristics.** **A)** Replicate correlation scatter plots of RIC-seq interactions (red box: chimeric read per transcript). Both scatter plots display data normalized by RNA abundance. **B)** Read pair distribution in shNC/shNAT10 FGSCs (analyzed pairs shown), where pairs groups represent the final number used for subsequent analysis. **C)** The ratio of inter-, intramolecular chimeric reads in the intron and exon region in shNC and shNAT10. **D)** Distribution of high confidence interaction reads identified in duplicate samples. The observed pairwise interactions were compared with simulated random counts to identify high-confidence interactions (P≤ 0.05, red dots). **E)** RNA-RNA interaction sequence motifs. **F)** PCA analysis of shNC and shNAT10 FGSCs. **G)** FPKM distribution. **H)** Heatmap of DEGs between shNC and shNAT10 FGSCs. **I)** The display of Hub RNA in shNC and shNAT10 FGSCs. **J)** Hub RNAs from the same chromosome tend to interact with each other. Statistical criteria as in Figure 4.

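The legend names panel F of Figure S4 a PCA, whereas the panel itself shows Pearson correlations between the libraries. Both the PCA named in the legend and the FPKM distribution of panel G were computed from the deposited FPKM of the 4 Long RNA-seq libraries. A principal component analysis of log2(FPKM + 0.1) gave a first component with 40.8% of the variance, a second with 31.9% and a last with 27.4%. On the first component the shNC libraries scored -43.5 and -64.7 and the shNAT10 libraries 63.6 and 44.6, so that it separated the groups, and on the second component shNC-1 (-74.8) and shNC-2 (61.4) lay apart. The median FPKM of the genes tested was 1.74 in shNC-1, 1.75 in shNC-2, 1.78 in shNAT10-1 and 1.76 in shNAT10-2. The lower quartile ranged from 0.401 to 0.439 FPKM and the upper quartile from 6.49 to 6.56 FPKM over the libraries. Panel H draws the DEGs of the comparison of shNAT10 with shNC, which rests on 2 libraries per group.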

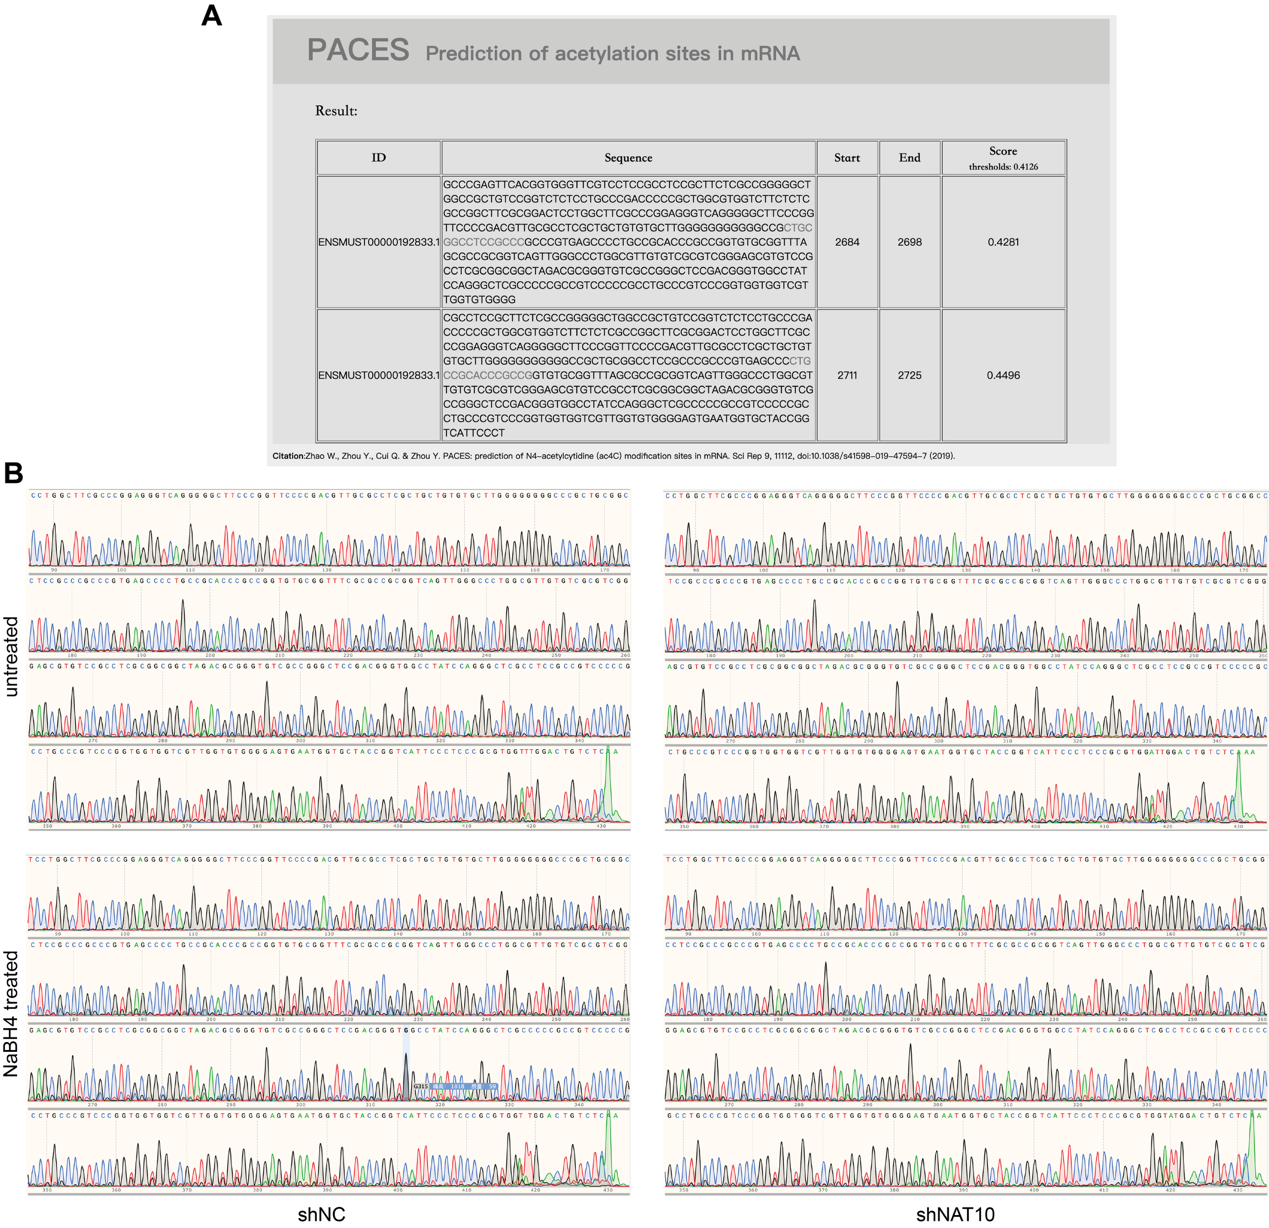

**Figure S5. Detection of ac4C modification on *Gm26917*.** **A) The prediction result of ac4C modification sites in *Gm26917*. B) Sanger DNA sequencing of *Gm26917* ac4C peak region after borohydride treatment of total RNA extracted from shNC and shNAT10 cells.**

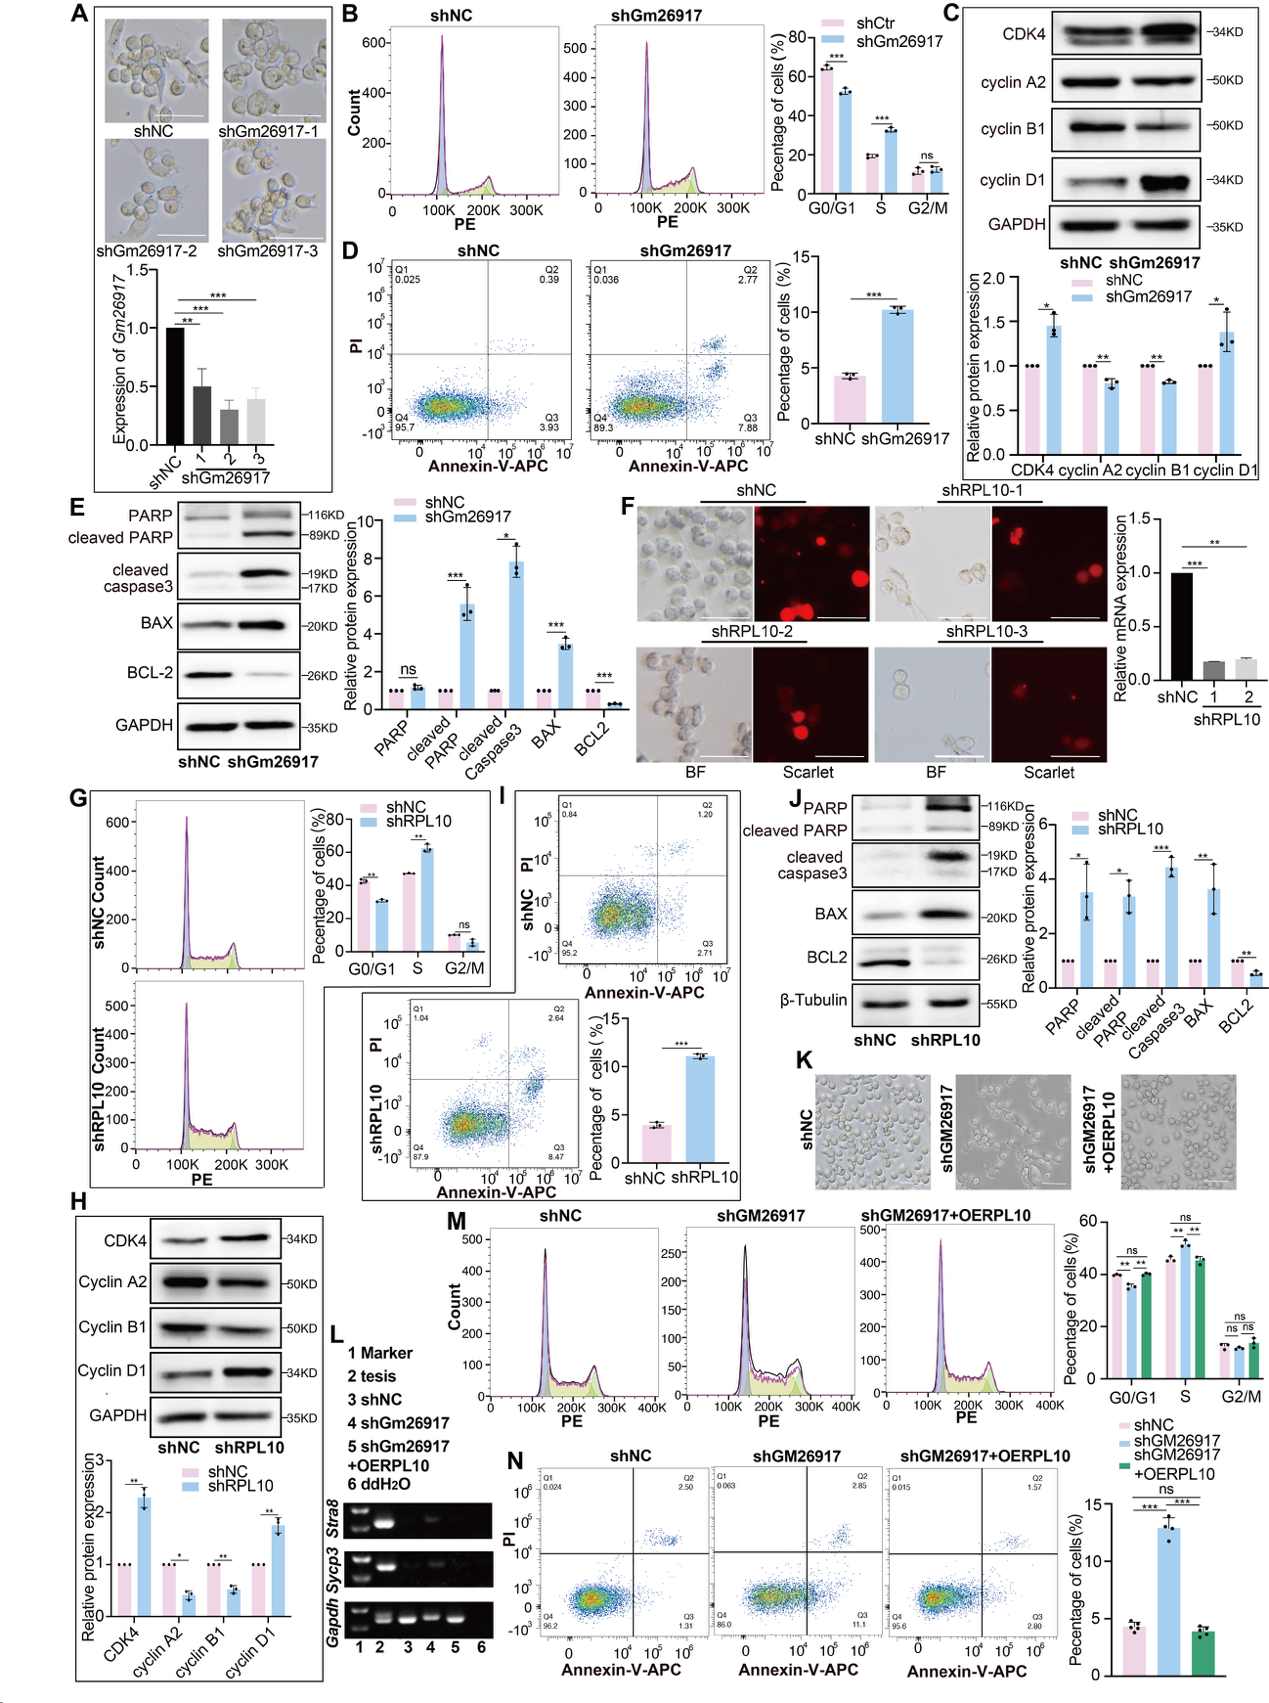

**Figure S6. *Gm26917*-*Rpl10* interaction regulates FGSC development.** **A)** Morphological analysis of FGSCs following lentiviral infection with shNC or three independent shGm26917 constructs (inset: RT-qPCR validation of knockdown efficiency). **B)** Cell cycle distribution (flow cytometry) in shNC vs. shGm26917 FGSCs. **C)** Western blotting analysis of cell cycle regulators. **D)** Apoptosis rates quantified by flow cytometry. **E)** Apoptosis-related protein expression profiles. **F)** FGSC morphology after shNC or shRPL10 lentiviral infection (Scarlet fluorescent tag). RT-qPCR validation of *Rpl10* knockdown. **G)** Cell cycle profiling post-shRPL10. **H)** Cell cycle regulator expression by Western blotting. **I)** shRPL10-induced apoptosis (flow cytometry). **J)** Apoptosis-related protein expression changes. **K)** Rescue experiment: FGSC morphology with shGm26917 ± RPL10 overexpression. **L)** Differentiation markers (*Stra8*/*Sycp3*) analyzed by RT-PCR. **M and N)** Cell cycle (M) and apoptosis (N) detection in rescue experiments. Scale bars: 50 μm. *p<0.05, **p<0.01, ***p<0.001 (mean ± SD; n=3 biological replicates).

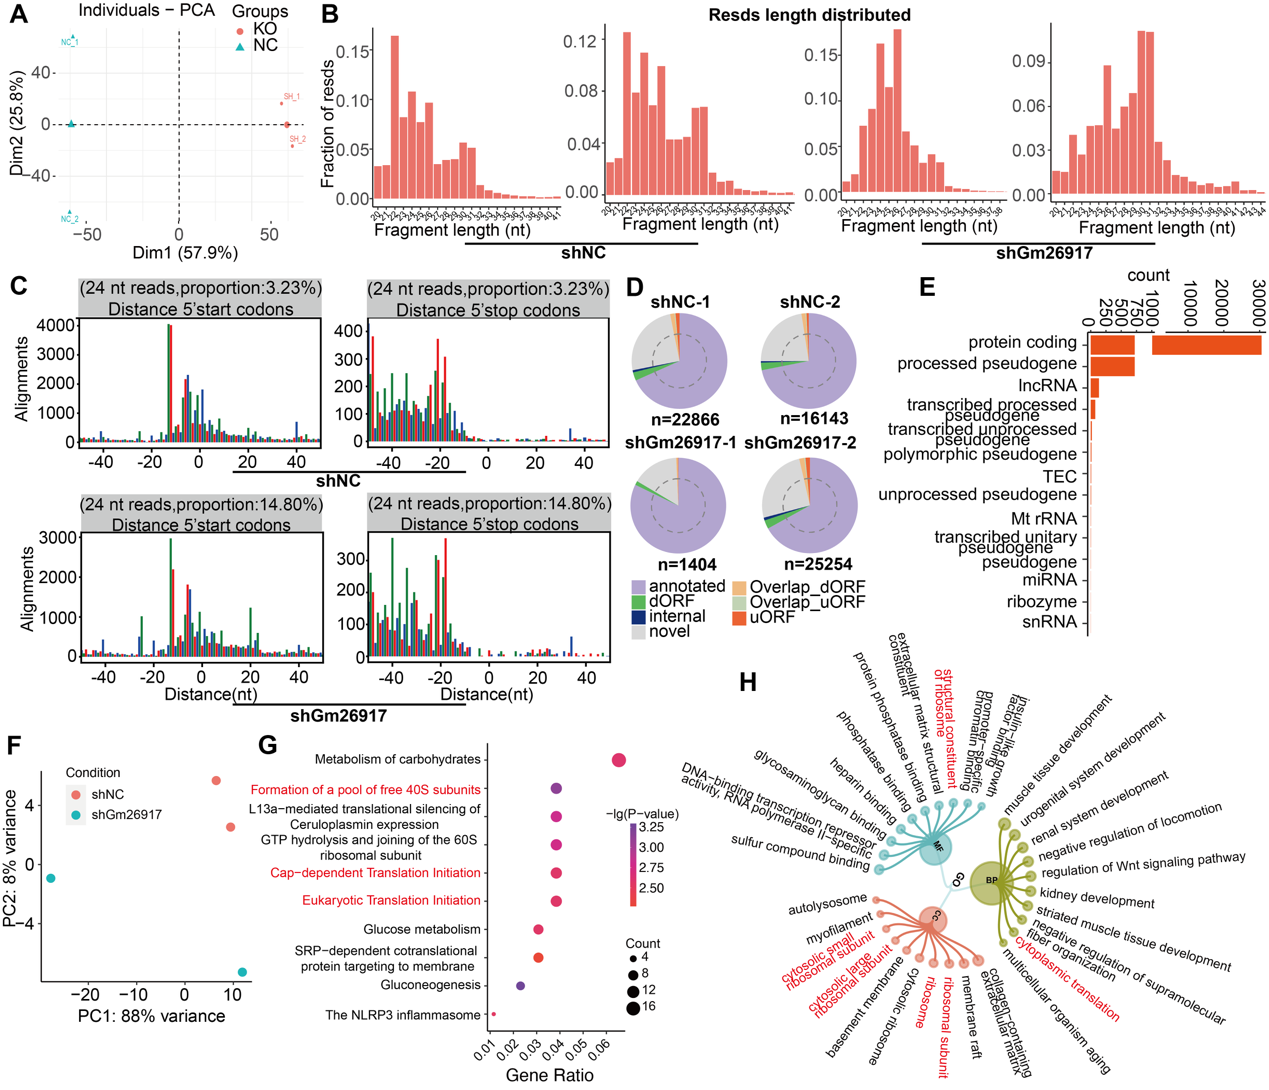

**Figure S7. RNA-seq and Ribo-seq quality control. A)** PCA of shNC and shGm26917 Ribo-seq data. **B)** Read length distribution profiles. **C)** Ribosome footprint (24nt) density around start/stop codons. **D)** ORF number and type classification. **E)** Gene category distribution of ORFs. **F)** PCA of shNC and shGm26917 RNA-seq data. **G and H)** Pathway enrichment analysis of TE-altered genes: Reactome (G) and GO. H) Data: mean ± SD (n=2). Statistical thresholds as in Figure 7.

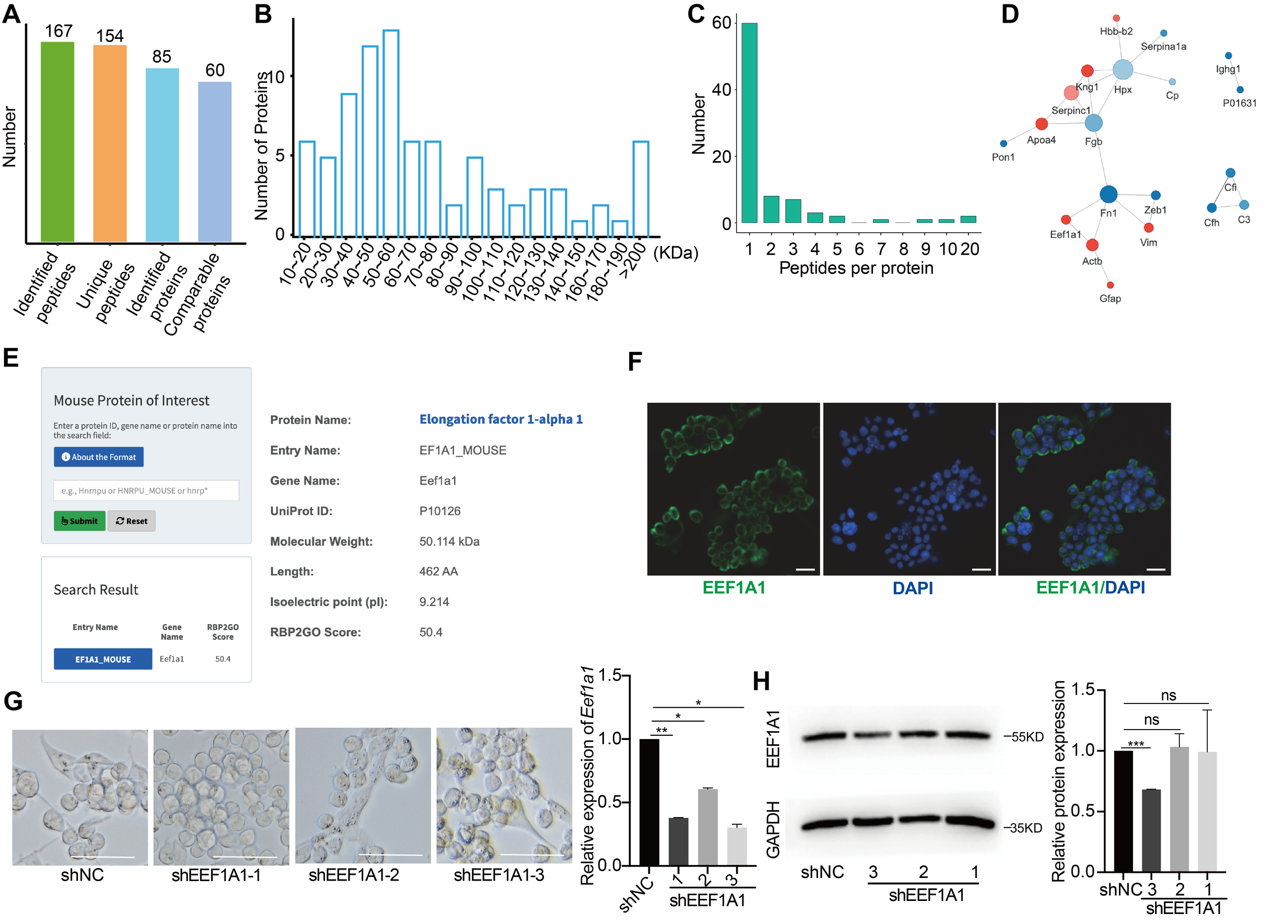

**Figure S8. RAP-MS characterization of EEF1A1 interactome. A)** Protein identification statistics from RAP-MS. **B)** Molecular weight distribution of detected proteins. **C)** Peptide counts per protein. **D)** Protein-protein interaction network analysis. **E)** **The prediction RBP score of EEF1A1.** **F)** Immunofluorescence localization of EEF1A1 in FGSCs. **G)** FGSC morphology (three independent shRNAs) and *Eef1a1* knockdown efficiency detected by qRT-PCR. **H)** Western blotting confirmation of *Eef1a1* knockdown. Scale bars: 50 μm. *p<0.05, **p<0.01; ns: not significant (mean ± SD; n=3).

**Table S1. Sequences of the primer pairs used for PCR analysis**

**Table S2. Information of antibodies**

| **REAGENT or RESOURCES** | **SOURCE** | **IDENTIFIER** |
| --- | --- | --- |
| **Antibodies** |  |  |
| Rabbit monoclonal to Stra8 | Abcam | Cat# ab308125 |
| Rabbit polyclonal anti-DDX4 | Abcam | Cat# ab13840 |
| Rabbit monoclonal to Cyclin A2 | Abcam | Cat# ab181591 |
| Rabbit monoclonal to Cyclin B1 | Abcam | Cat# ab181593 |
| Rabbit monoclonal to Cyclin D1 | Abcam | Cat# ab134175 |
| Rabbit monoclonal to N4-acetylcytidine (ac4C) | Abcam | Cat# ab252215 |
| EEF1A1 Antibody | abmart | Cat# T58782 |
| Puromycin Rabbit pAb | ABclonal | Cat# A21205 |
| PARP Antibody | Cell Signaling Technology | Cat# 9542t |
| Cleaved Caspase-3 (Asp175) (5A1E) Rabbit mAb | Cell Signaling Technology | Cat# 9664s |
| BAX Antibody | Cell Signaling Technology | Cat# 2772t |
| Bcl-2 (D17C4) Rabbit mAb | Cell Signaling Technology | Cat# 3498t |
| RPL10 Antibody | Cell Signaling Technology | Cat# 72912s |
| Rabbit (DA1E) mAb IgG XP® Isotype Control | Cell Signaling Technology | Cat# 3900s |
| Mouse monoclonal anti-OCT4 | Santa Cruz Biotechnology | Cat# sc-9081 |
| SYCP3 | Santa Cruz Biotechnology | Cat# sc-20845 |
| Mouse monoclonal anti-GAPDH | Proteintech | Cat# 60004-1-Ig |
| NAT10 Polyclonal antibody | proteintech | Cat# 13365-1-ap |
| CDK4 Polyclonal antibody | proteintech | Cat# 11026-1-ap |
| Beta Tubulin Polyclonal antibody | proteintech | Cat# 10094-1-AP |
| [HRP-conjugated Goat Anti-Rabbit IgG(H+L)](https://www.ptgcn.com/products/HRP-conjugated-Affinipure-Goat-Anti-Rabbit-IgG-H-L-secondary-antibody.htm) | Proteintech | Cat# SA00001-2 |
| HRP-conjugated Goat Anti-Mouse IgG(H+L) | proteintech | Cat# SA00001-1 |
| CoraLite488-conjugated Goat Anti-Rabbit IgG(H+L) | proteintech | Cat# SA00013-2 |
| CoraLite594 – conjugated Goat Anti-Rabbit IgG(H+L) | Proteintech | Cat# SA00013-4 |
| CoraLite488-conjugated Goat Anti-Mouse IgG(H+L) | proteintech | Cat# SA00013-1 |
| CoraLite594 – conjugated Goat Anti-Mouse IgG(H+L) | proteintech | Cat# SA00013-3 |

**Table S3. Sequences of shRNA and a negative control shRNA**

| **shNAT10** |  |  |
| --- | --- | --- |
| Y24155 | *Nat10* | TTGCTGTTCACCCAGATTATC |
| Y24156 | *Nat10* | AGAGTGGGACCTTGAACTTAA |
| Y24157 | *Nat10* | GCAGTGGAGAAGTGGCTTAAT |
| GL427NC2 | NC2 | CCTAAGGTTAAGTCGCCCTCG |
| **shGm26917** |  |  |
| Y33073 | *Gm26917* | GCGTTTGCTCTCTCGTCTA |
| Y33074 | *Gm26917* | GCTCCAATAGCGTATATTA |
| Y33075 | *Gm26917* | GCGATTTGTCTGGTTAATT |
| GL401NC | NC | TTCTCCGAACGTGTCACGT |
|  |  |  |
|  |  |  |
| **shRPL10** |  |  |
| shRNA618 | *Rpl10* | GATGGCTGTGGTGTCAAATAT |
| shRNA193 | *Rpl10* | ATATGGTGTCAGATGAATATG |
| shRNA281 | *Rpl10* | TGGCAAGGATGGCTTTCATAT |
| NC |  | TTCTCCGAACGTGTCACGT |
| **shEEF1A1** |  |  |
| Y41120 | *Eefla1* | GCGTGGTATCACTATTGACAT |
| Y41121 | *Eefla1* | CGTTCTGGTAAGAAGCTGGAA |
| Y41122 | *Eefla1* | CCAGTCAATGTAACAACTGAA |
| GL401NC | NC | TTCTCCGAACGTGTCACGT |

**Table S4. Probe sequences of RAP**

| gene name | speces | labelling pattern | Probe sequence | sequence site | nmol |
| --- | --- | --- | --- | --- | --- |
| Gm26917 | mouse | 5-terminal biotin | CTTCTCAGACACAAACGGGAAGGCACACAG | 475-504 | 3.36 |
| Gm26917 | mouse | 5-terminal biotin | AAGGTTCTCTTCCAAGGGCATTCTGAGCAT | 734-763 | 3.52 |
| Gm26917 | mouse | 5-terminal biotin | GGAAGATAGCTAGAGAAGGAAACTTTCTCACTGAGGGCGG | 881-920 | 2.46 |
| Gm26917 | mouse | 5-terminal biotin | GATCAATCAACGCCAGACACGGACCCTCTC | 1471-1500 | 3.52 |
| Gm26917 | mouse | 5-terminal biotin | GTAGCACCATTCACTCCCCACACCAACGAC | 2900-2929 | 3.59 |
| Gm26917 | mouse | 5-terminal biotin | CTCTCCGACACCTCTCTTATCCGCTCTCCC | 3090-3119 | 4.04 |
| Gm26917 | mouse | 5-terminal biotin | CACAGTTATCCAAGTAGGAGAGGAGCGAGC | 3482-3511 | 3.24 |
| Gm26917 | mouse | 5-terminal biotin | ATCGGCCCGAGGTTATCTAGAGTCACCAAA | 3649-3678 | 3.36 |
| Gm26917 | mouse | 5-terminal biotin | CCCCTTCTCTCACCTCACTCCAGACACCTC | 5311-5340 | 3.96 |
| Lac Z | E.coli | 5-terminal biotin | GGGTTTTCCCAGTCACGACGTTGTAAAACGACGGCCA | 1-37 | 1.47 |
| Lac Z | E.coli | 5-terminal biotin | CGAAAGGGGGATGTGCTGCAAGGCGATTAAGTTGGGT | 45-81 | 1.51 |
| Lac Z | E.coli | 5-terminal biotin | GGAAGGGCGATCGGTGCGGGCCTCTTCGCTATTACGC | 89-125 | 2.92 |
| Lac Z | E.coli | 5-terminal biotin | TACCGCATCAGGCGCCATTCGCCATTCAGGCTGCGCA | 133-169 | 1.57 |
| Lac Z | E.coli | 5-terminal biotin | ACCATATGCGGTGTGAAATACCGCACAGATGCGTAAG | 177-213 | 1.52 |

**Table S5. Probe sequences of FISH**

# Supplementary material for: N4‐acetylcytidine in LncRNA Gm26917 Promotes Translation in Female Germline Stem Cells by Recruiting Ribosomal Protein mRNA via EEF1A1
**Source:** Adv Sci (Weinh). 2026 Mar 17;13(30):e20059. doi: 10.1002/advs.202520059
**Supplement:** Supplementary file 2 — Supporting File: advs74863‐sup‐0002‐blots.docx.

**Fig 1D Fig 1E Fig 1F**

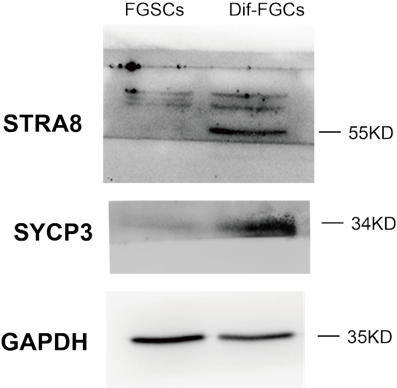

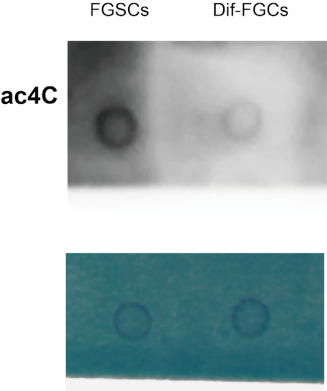
**
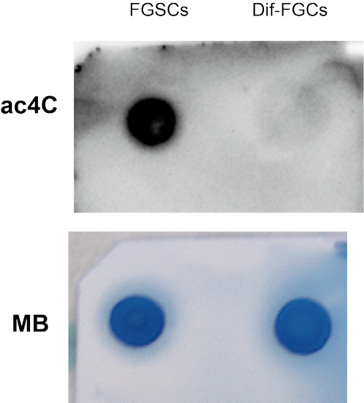
**

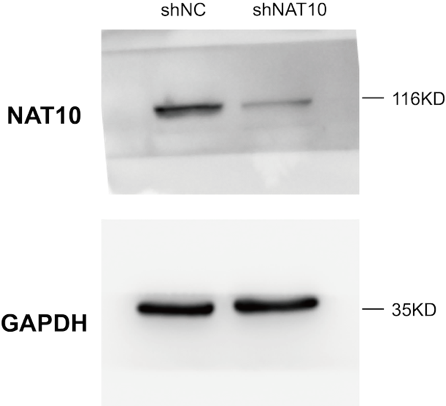

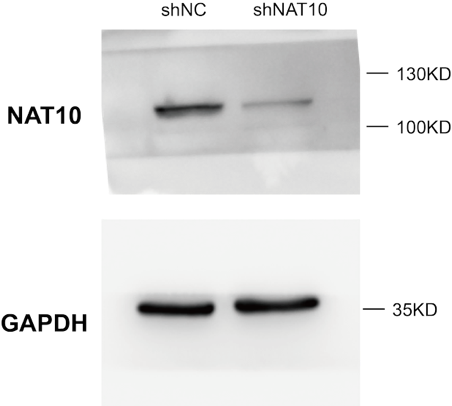

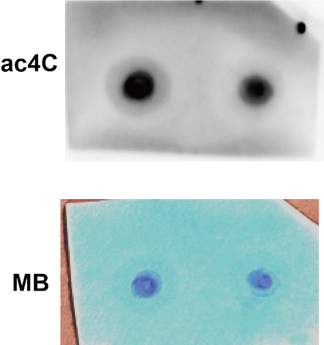
**Fig 1H Fig 2B Fig 2C**

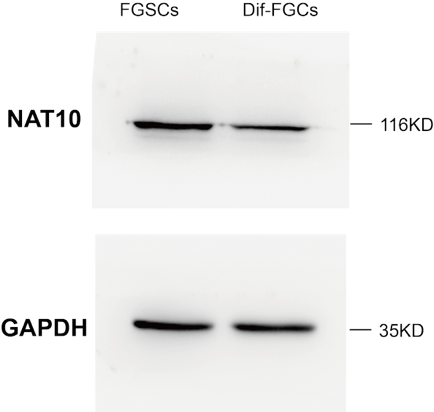

**Fig 2G Fig 2L Fig 2M**

**
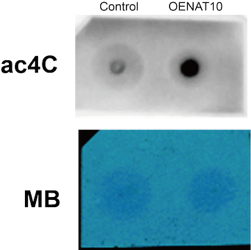

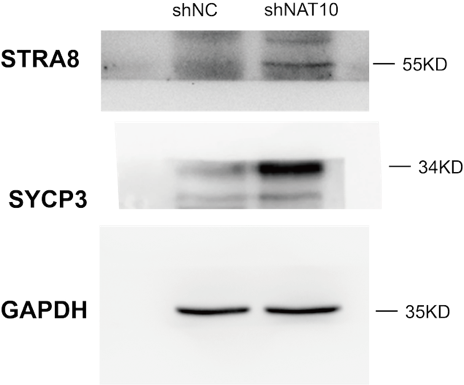

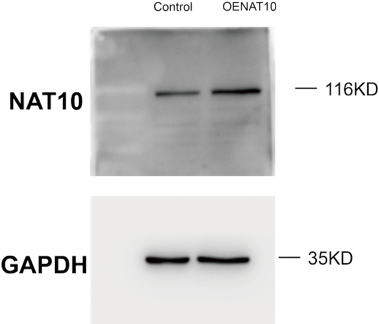
**

**
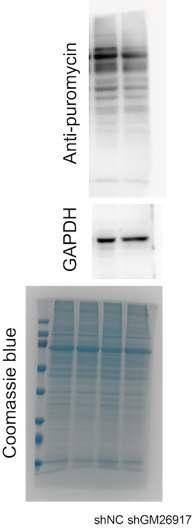
**
**
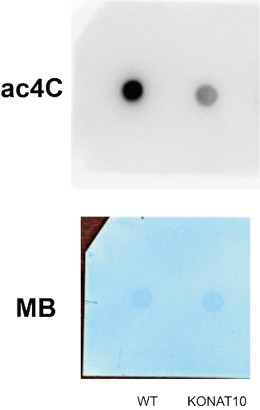
Fig 3F Fig 4P Fig 6D**

**
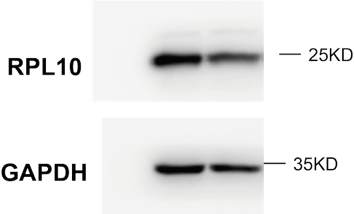

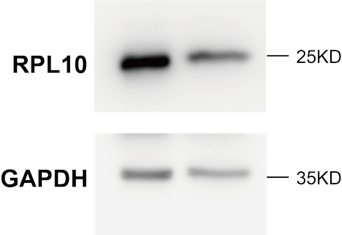
**

**Fig 6H**

**
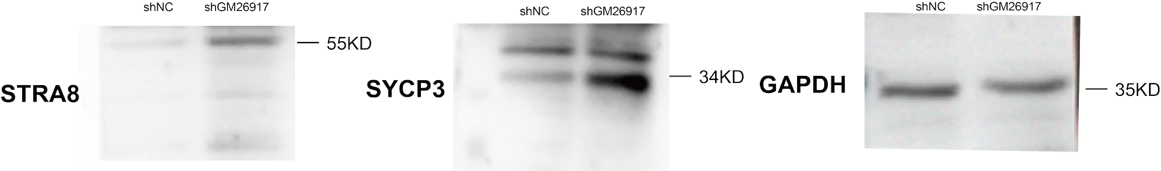
**

**Fig 6J Fig 6M**

**
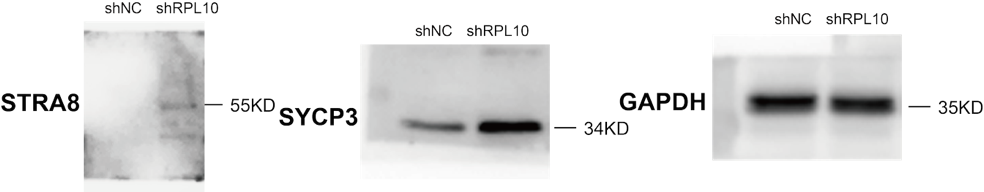

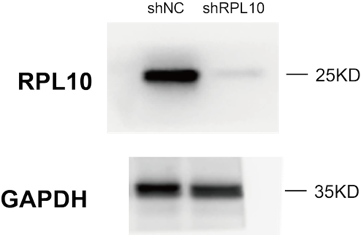
**

**
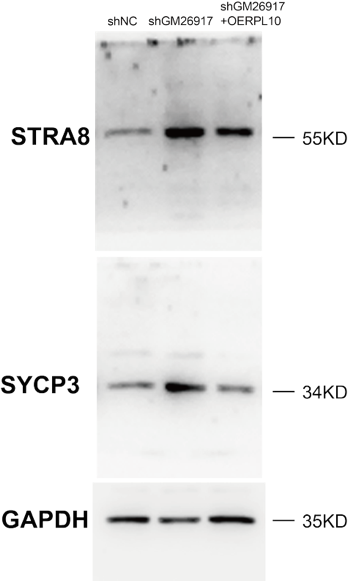
Fig 6O Fig 6R**

**
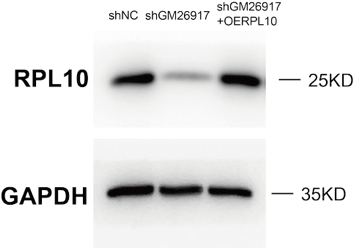
**

**Fig 7A Fig 7B Fig 7C**

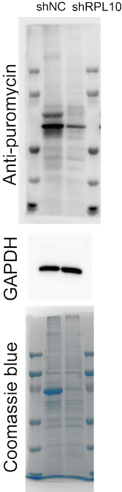
**
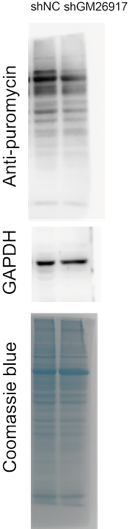
** **
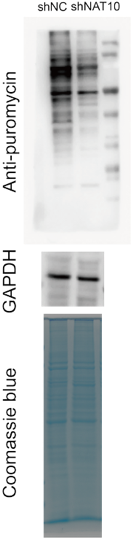
**

**
Fig 8C Fig 8D**

**
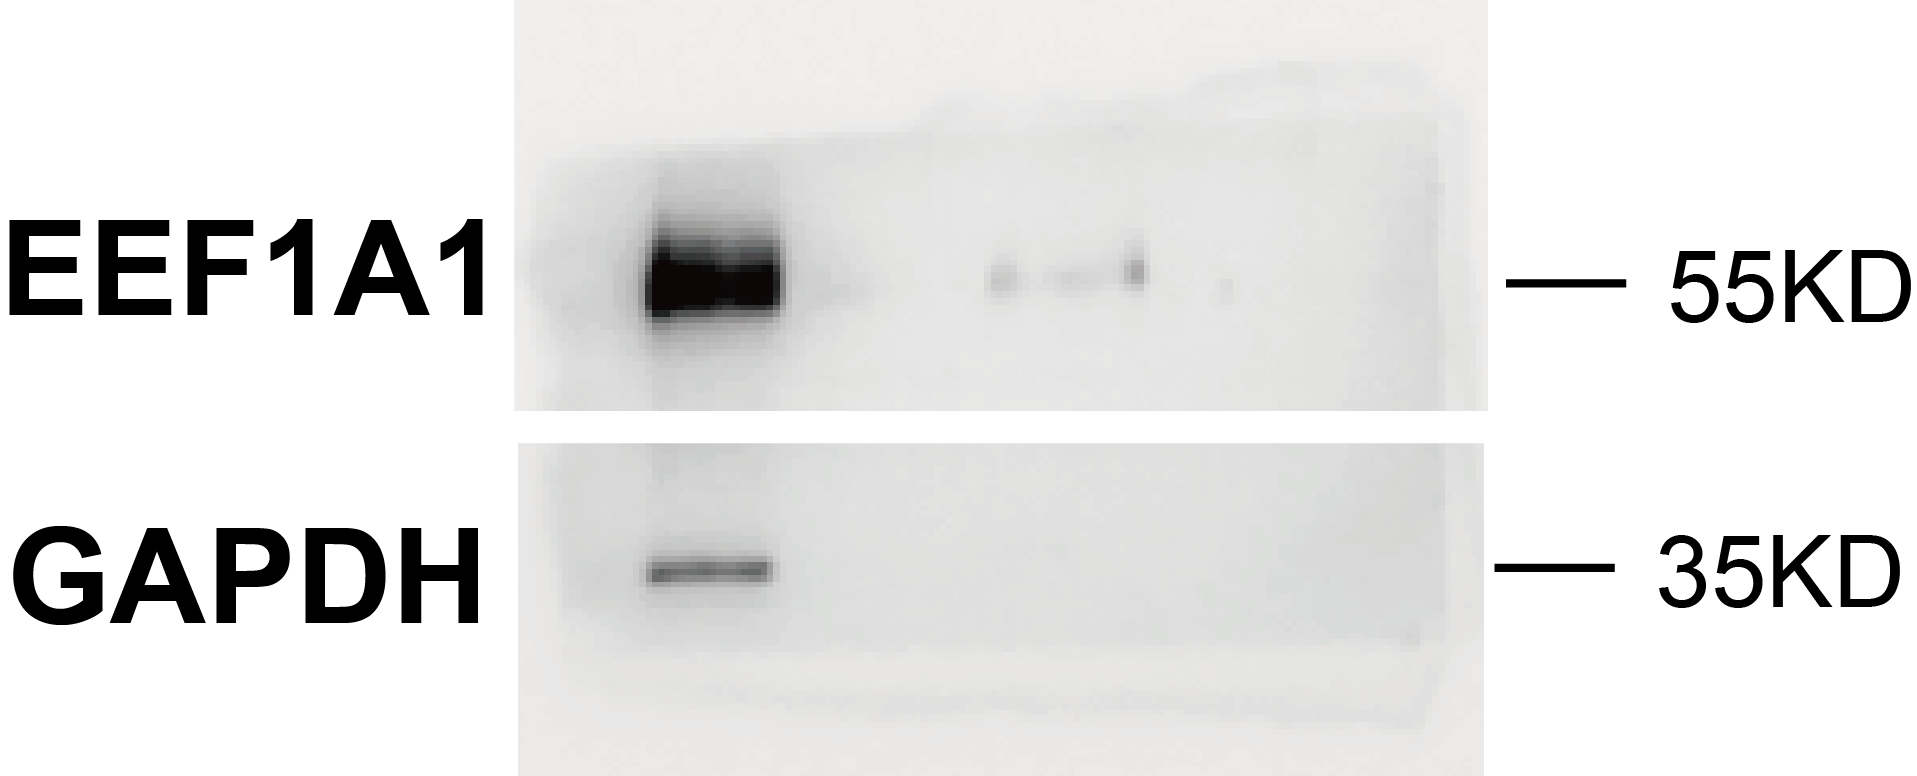

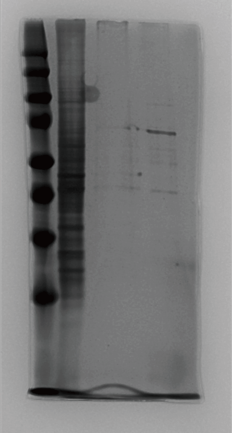
**

**Fig 8N Fig 8S**

**
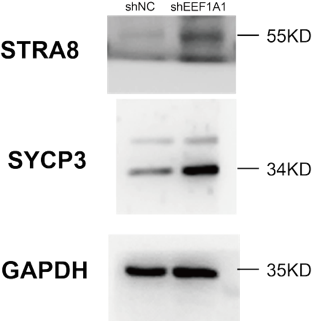

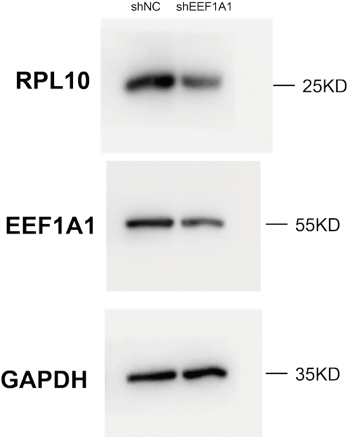
**

**
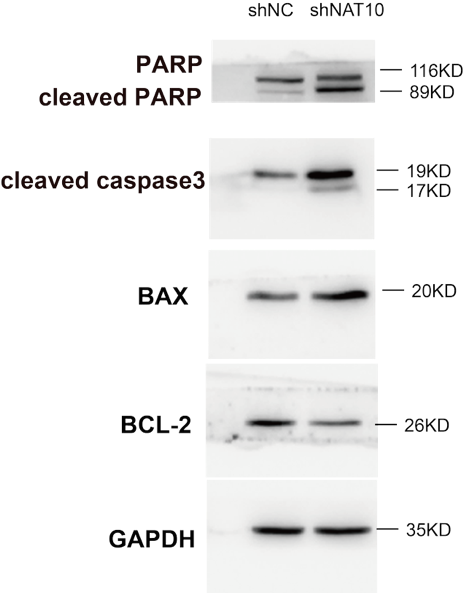

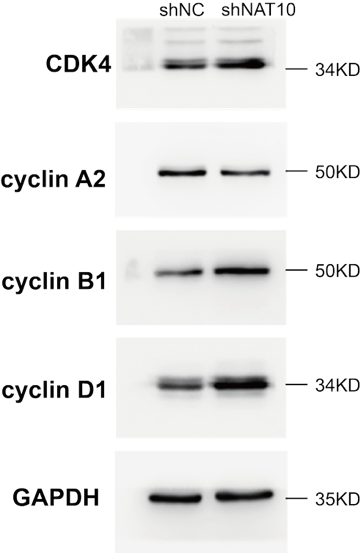
Fig S2D Fig S3C Fig S3D**

**
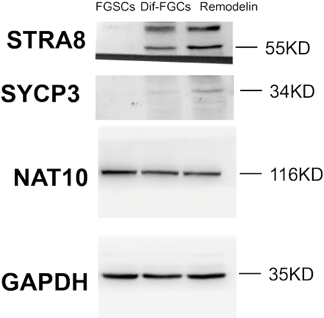
**

**Fig S6C Fig S6E**

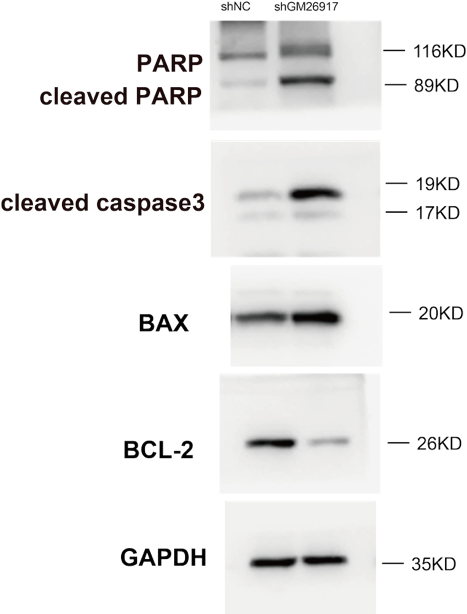

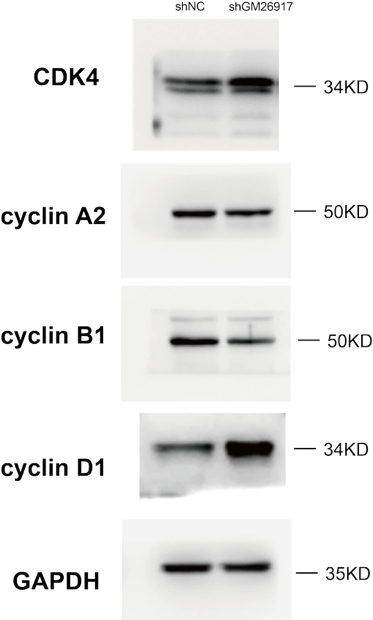

**Fig S6H Fig S6J**

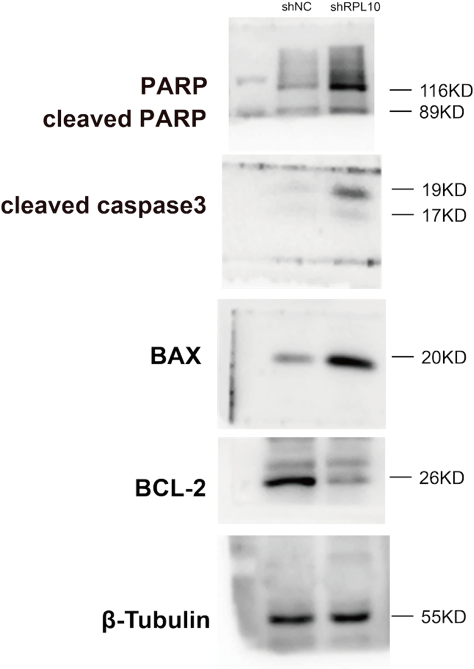

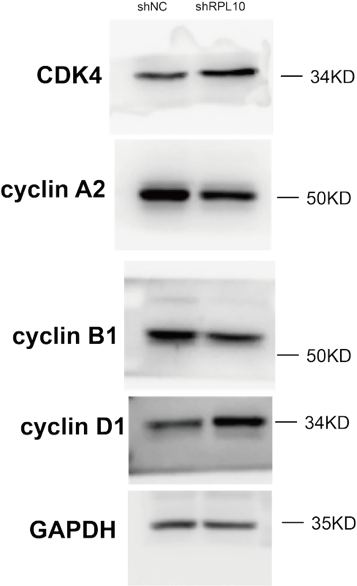

**Fig S8H**

**
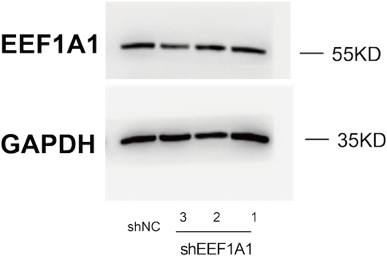
**

How the deposited data were processed for this re-analysis (not part of the article)

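Long RNA-seq was available for FGSCs with control shRNA (shNC) and with *Nat10* shRNA (shNAT10), in 2 libraries per group. The libraries were grouped by the titles and characteristics of the sample labels. The other assays of the paper, among them RIC-seq, ac4C-seq, Ribo-seq and mass spectrometry, were not analysed here.

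The authors prepared rRNA-depleted libraries, aligned the reads with HISAT2 and tested differential expression with DESeq2, according to the methods. The authors deposited FPKM for 53465 genes in each library, and a second table with the same FPKM for 13023 genes. For those genes the authors give a log2 fold change of shNAT10 over shNC. The deposited table also gives a p-value and an adjusted p-value of that comparison, without naming the adjustment or the filter that chose the genes. Columns with values of single libraries that were left out numbered 0. A total count of 26643 genes was at 0 in all 4 libraries.

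Fragments were recovered from the deposited FPKM with the exon lengths of GENCODE M21 and the step of each library, as whole numbers, for the description of depth, for 1 alternative test and for sums over gene groups. A recovered total of 11057930 to 14902463 fragments per library sets the precision. A gene under 3 fragments in a library was taken as at the floor, and genes with fewer than 10 fragments were counted apart.

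From the FPKM, log2(FPKM + 0.1) was computed for the 20116 genes with a mean FPKM of at least 0.1 over the 4 libraries. Fold changes are on this scale, which understates the change of genes with low FPKM. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend), two-sided, without a term for the replicate number, since the paper's methods name none. The threshold was a fold change over 1.2 and an unadjusted p of at most 0.05, from the legend of Figure 4, with Benjamini-Hochberg adjusted p beside it. Gene groups were tested with camera at a preset correlation of 0.01, with p-values adjusted over the 21 lists that it tested, and fry at p of at most 0.05 beside it. Medians of gene groups were compared with 10000 random lists of the same size, each member drawn from the 100 protein-coding genes nearest to it in mean expression and length, with seed 7. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest.

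The tests, the threshold, the alternatives, the rule for named genes and the lists of partner mRNAs, cytosolic and mitochondrial ribosomal proteins, histones, interferon response, p53 targets, germline stem cell, meiosis, granulosa cell and fibroblast markers, and rRNA-related loci were fixed before the data were examined. The genes named by rule are every gene that the paper names and the table lists, apart from 3 that are not reported here, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean FPKM of at least 1 and groups that did not overlap. Further genes, among them single markers of cell types, were named after their values had been seen. Lists of S-phase, endoplasmic reticulum stress and ATF4 target genes and of pan-leukocyte, mast cell, macrophage, neutrophil, B cell, T cell, erythroid and oocyte markers were added after seeing the data. By then the values of 16 of the 25 S-phase genes, 4 of the 18 endoplasmic reticulum stress genes and 6 of the 22 ATF4 target genes had been seen, so the comparisons of these lists with random lists leave those members out. Camera and fry use every member of these lists, so their calls include genes that had prompted the lists.

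The alternatives were pseudocounts of 1 and 0.01, no filter on low values, a mean FPKM of at least 1, median-ratio rescaling, scaling to the same FPKM total without the rRNA-related loci, quantile normalization, limma without the trend, the replicate number as a block, each library left out in turn, and the authors' own comparison. For correlations they were FPKM without a log, log2(FPKM + 1), Spearman's rho and leaving out the rRNA-related loci, and for lncRNAs all non-coding RNA genes other than pseudogenes and small RNAs. A limma-voom fit on the recovered fragments and a fit restricted to the genes of the authors' table were chosen after seeing the data.

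The main test was tested on simulated data for 20077 genes, of which 200 were changed by a log2 fold change of 1.5 with a dispersion of 0.02. It called 198 of the changed genes (99%) at the threshold above, and 5.65% of the unchanged genes had a p of at most 0.05. None (0 of 200) of the changed genes reached an adjusted p under 0.05, although 198 of them were called without adjustment, while 24 unchanged genes did, all with fewer than 10 simulated fragments. In the same data limma-voom gave an adjusted p under 0.05 to 177 changed and 3 unchanged genes. The comparison with random lists was tested on 200 random lists of 30 genes, of which 183 fell inside the central 95% of their matched lists, somewhat fewer than chance would give.

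The 91 primers, shRNA target sequences and probes of the supplementary tables were matched exactly to the transcripts of GENCODE M21 on GRCm38. Figure values of the paper were read by eye.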

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

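The paper does not report on histone, interferon response or p53 target genes in these libraries. These 3 lists, their limma, camera and fry tests, the scaling to the same FPKM total and leaving out each library were fixed before the data were examined. The further checks of each pattern, among them the matched random lists, were chosen only after the result had been seen. Of the gene lists below, that of S-phase genes was also chosen then.

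Histone genes were higher in shNAT10. The median log2 fold change of the 66 tested was 1.30, 61 of them rose, and 24 had an adjusted p under 0.05 over all genes by limma and 60 when adjusted over the list alone. By limma-voom, chosen after seeing the data, 58 of them had an adjusted p under 0.05 over all genes. The set was higher by camera (adjusted p = 4.87e-42), a call that held under fry. The median stayed between 1.17 and 1.38 with each library left out in turn, and was 1.33 relative to the median of all genes after scaling to the same FPKM total. Histone genes took 5822 and 6019 fragments per M (mega) of the library's divisor in the shNC libraries and 14502 and 13478 in the shNAT10 libraries. Replication-dependent histone mRNAs have no poly(A) tail, so RNA without a tail might have been kept better in shNAT10, but the 84 small non-coding RNA genes without a tail had a median log2 fold change of -0.12 (quartiles -0.33 and 0.05), which argues against it. A trend with expression level or gene length is argued against by the position of the median among matched random lists, at percentile 100. Fragments shared between near-identical histone genes would leave their sum unchanged, and the sum rose by 1.24 on the log2 scale. More cells in S phase in the shNAT10 cultures stays open: 9 S-phase genes whose values had not been seen when the list was made had a median log2 fold change of 0.49, all 9 were higher, and the median lay at percentile 100 of matched lists. That median was 0.27 without shNC replicate 2. A larger share of cells in S phase is a candidate explanation, and for shNAT10 the paper reports an S-phase arrest by cell cycle profiling (Figure 2H). Whether the knockdown or another difference between the cultures led to it was not tested.

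Interferon response genes were also higher. All 15 rose, with a median log2 fold change of 0.69, and 0 had an adjusted p under 0.05 over all genes, although 10 passed a fold change over 1.2 and p of at most 0.05 and 9 had an adjusted p under 0.05 when adjusted over the list alone. With limma-voom 9 of the 15 had an adjusted p under 0.05 over all genes. The set was higher by camera (adjusted p = 1.88e-08), and the call held under fry. Leaving out each library in turn gave 0.62 to 0.79, and the value relative to all genes after scaling to the same FPKM total was 0.66. Among matched random lists the median lay at percentile 100, which argues against a trend with expression level or gene length. Of genes chosen after their values were seen, *Ifit3* had a log2 fold change of 1.72 and *Iigp1* of 2.55. A different exposure to lentivirus or to the shRNA itself could raise such genes, and the rise of 0.69 cannot be told apart from an effect of *Nat10* knockdown, because each group has its own shRNA.

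The 14 p53 target genes had a median log2 fold change of 0.40, and 11 of them rose. None (0 of 14) had an adjusted p under 0.05 over all genes, 9 passed the unadjusted threshold (8 higher and 1 lower), and 7 had an adjusted p under 0.05 when adjusted over the list alone. With limma-voom 7 of the 14 did so over all genes. Camera gave an adjusted p = 0.000440, and the call held under fry. The range with each library left out was 0.30 to 0.51, and relative to all genes after scaling to the same FPKM total it was 0.43. At percentile 99.99 of matched random lists, the median argues against a trend with expression level or gene length. An effect of *Nat10* knockdown and other differences between the cultures stay open and were not tested.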

How the results depend on the processing

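The alternatives below came from the list in the processing summary. A DESeq2 or edgeR test was listed for the case that counts were deposited or recoverable. Whole fragments were recovered, but the unit of the files is FPKM and these tests were not run, and limma-voom stands in for them. The limma-voom fit and the fit on the genes of the authors' table were chosen after seeing the data. Leaving out a library leaves a group of 1, which gives fold changes only, so the counts of genes have no such values.

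Scaling to the same FPKM total without the rRNA-related loci gave 4580 genes higher and 204 lower, so that 95.7% of calls were higher against 51.8% as deposited. With an adjusted p under 0.05 there were 38 and 11, and of the lncRNAs 484 were higher and 28 lower. *Gm23935* was not among the loci left out of that total and holds most of the FPKM in every library. The factors were 1.36, 1.01, 0.809 and 0.822 for shNC-1, shNC-2, shNAT10-1 and shNAT10-2. With *Gm23935* left out too, a check chosen after seeing the data, they were 0.985, 1.05, 0.998 and 0.970, so that the shift follows this single gene. The log2 fold changes above 0 under this scaling, where they were below 0 as deposited, were *Gm26917* 0.21, *Rpl10* 0.00984, *Malat1* 0.11, *Fndc3a* 0.19, *Rab27b* 0.24, *Exoc6b* 0.15, *Slain2* 0.0879, *Lama5* 0.0264, *Lcp1* 0.15, *Fam129a* 0.20, *Gars* 0.26, *Ncor1* 0.11, *Eif4a2* 0.21, *Cdk4* 0.48, *Esr1* 0.0606, *Etv4* 0.39, *Eef1a1* 0.24, *Rpl3* 0.0734 and *E2f7* 0.40, and the median of the cytosolic ribosomal protein genes was 0.29. Relative to the shift of all genes (0.49), the values were -1.07 for *Nat10*, -1.42 for *Gm42418*, -0.28 for *Gm26917*, -0.37 for *Malat1*, -0.48 for *Rpl10*, -0.60 for the partner mRNAs and -0.20 for the ribosomal protein genes.

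After quantile normalization the log2 fold change of *Gm26917* was 0.00, since it has the sixth highest FPKM in every library and the method gives each rank the same value. The same setting gave 101 genes higher and 50 lower at an adjusted p under 0.05. By limma-voom *Gm26917* passed the threshold at -0.32 (p = 2.53e-05), and in the authors' comparison it did at -0.32 (p = 0.000878). *Nat10* passed the unadjusted threshold in every alternative with a test, and *Rpl10* in every one except the scaling to the same FPKM total.

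The number of genes with an adjusted p under 0.05, 67 higher and 21 lower, depended on most settings. Pseudocounts of 1 and 0.01, no filter on low values and limma without the trend each gave 0 in both directions, while genes past the unadjusted threshold numbered 1658 higher and 1516 lower, 1690 and 1571, 1861 and 1660, and 1536 and 1215. A mean FPKM of at least 1 gave 185 and 111, limma-voom 849 and 733, and the authors' comparison 505 and 428, and there were 510 and 374 among only the genes that the authors list. Fewer genes are tested at a mean FPKM of at least 1 and among the genes that the authors list, and for the others the cause was not tested. Of the 88 genes with an adjusted p under 0.05, 63 also had one by limma-voom. Median-ratio rescaling gave 68 and 20. In the counts at the unadjusted threshold, only the scaling to the same FPKM total differed by more than 1.5 times, apart from the lncRNAs, where a mean FPKM of at least 1 gave 103 higher, with fewer genes tested, and the authors' comparison 47 higher and 56 lower, the cause of which was not tested. Counted over all non-coding RNA genes other than pseudogenes and small RNAs, 246 were higher and 237 lower.

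The replicate number as a block gave 0 genes in both directions at an adjusted p under 0.05, with 1587 higher and 1527 lower at the unadjusted threshold. Libraries with the same number did not deviate together from their group means, with a correlation of -0.001681 over 12138 genes, so the numbers mark no pairing, and the block changed no call of *Nat10*, *Gm26917* or *Rpl10*.

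With each library left out in turn, the log2 fold change ranged from -1.35 to -0.83 for *Nat10*, from -0.35 to -0.28 for *Gm26917* and from -0.55 to -0.47 for *Rpl10*. The median of the partner mRNAs ranged from -0.63 to -0.53, and that of the ribosomal protein genes from -0.35 to -0.13, the last without shNC replicate 2. The lowest correlation between libraries, 0.915, was 0.997 on FPKM without a log and 0.967 on log2(FPKM + 1). The cause of the former was tested (other observations), that of the latter was not.

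A further 58 results were followed in the alternatives. They are the genes named singly and the medians of the histone, interferon response, p53 target, endoplasmic reticulum stress, ATF4 target and S-phase lists. In the alternatives with all libraries, 592 of their values were the same, 34 newly passed the threshold and 23 no longer passed it. Another 17 changed sign (all given above) and 1 moved. With a library left out, 212 were the same and 20 moved by more than the spread between replicates.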

Differences from the paper's values

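The paper's values below come from its text or were read by eye from its figures. Each is set against the value from the deposited FPKM.

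The paper counts 47 lncRNAs as upregulated and 56 as downregulated; here 184 were higher and 181 lower at the same threshold. Of the alternatives set before the data were examined, the authors' deposited comparison gave 47 and 56, and none of the others closed the gap, nor did limma-voom or the fit on the genes of the authors' table, which were chosen after seeing the values.

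By class, the changed lncRNAs numbered 102 lincRNAs against about 34 in the paper's Fig. 4G, read by eye, 198 antisense RNAs against about 48 in Fig. 4G, 49 processed transcripts against about 17 in Fig. 4G, 14 sense intronic RNAs against about 3 in Fig. 4G and 2 sense overlapping RNAs against about 1 in Fig. 4G. The authors' deposited comparison gave 34, 48, 17, 3 and 1. The only other alternative set before the data were examined with a value as in the paper was the replicate block, for the sense overlapping RNAs (1).

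The ratio of shNAT10 to shNC for *Gm42418* was 0.365 here against about 0.75 by RT-qPCR in the paper's Fig. 4H, read by eye. The RT-qPCR primers given for *Gm42418* match *CT010467.1* outside *Gm42418*, so these values do not rest on the same stretch of RNA. Under scaling to the same FPKM total (0.525) and quantile normalization (0.602) the values lay within 1.5 times of each other, and under the other alternatives set before the data were examined they did not. For *Malat1* the ratio was 0.753 here against about 0.47 in the paper's Fig. 4H, and none of the alternatives set before the data were examined closed the gap.

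Pearson's r between the shNC libraries was 0.928 against about 1.0 in the paper's Fig. S4F, read by eye, and between the shNAT10 libraries 0.935 against about 1.0 in Fig. S4F. With FPKM without a log it was 0.999 and 1.00, and with the other alternatives set before the data were examined it stayed apart from the paper's values.

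The paper states that *Gm26917* fell in shNAT10, and here its log2 fold change of -0.32 did not pass the threshold; limma-voom, chosen after seeing the values, and the authors' comparison call it. *Gm42418*, which the paper also states to be reduced, fell by 1.45 and did not pass it; a mean FPKM of at least 1, quantile normalization, limma without the trend and the authors' comparison call it, and so do limma-voom and the fit on the genes of the authors' table. Of the partner mRNAs in Figure 4K, which the paper describes as significantly reduced, *Cmip*, *Exoc6b*, *Fndc3a*, *Rab27b* and *Gars* were not called here, and the authors' comparison calls all of them except *Gars*. The paper states that STRA8 and SYCP3 rose at the transcript level after shNAT10 (Figure 2F), while the legend of that figure describes their downregulation. In these libraries *Stra8* was listed at 0 in all 4, and *Sycp3* had a log2 fold change of 0.58 that did not pass the threshold. The paper characterizes its FGSCs by RT-PCR of *Oct4* (*Pou5f1*), *Ddx4*, *Fragilis* (*Ifitm3*) and *Blimp1* (*Prdm1*) and by immunofluorescence of DDX4 and OCT4 (Figure S1A, B). Here *Pou5f1* was listed at 0 in all 4 libraries, *Ddx4* had 2 fragments and *Prdm1* 24, while *Ifitm3* had a mean of 23.1 FPKM.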

Other observations

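The lists that the processing summary gives as fixed before the data were examined were tested by limma, camera and fry as planned. The alternatives listed there as set beforehand were planned too. Of the further checks of each pattern, those of the choice of the partner list and of the few genes with most of the FPKM were set up in advance. All the other checks were chosen only after the result had been seen. That the check of the partner list leaves the question open was decided after its value was seen.

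Genes of the endoplasmic reticulum stress response were lower in shNAT10. All 18 fell, with a median log2 fold change of -0.96, between -0.96 and -0.87 with each library left out in turn and -0.92 relative to all genes after scaling to the same FPKM total (camera, adjusted p = 4.51e-19, held under fry, over all members including those seen before the list was made). By limma 1 had an adjusted p under 0.05 over all genes and 18 when adjusted over the list alone, and by limma-voom, chosen after seeing the data, all 18 had one over all genes. *Hspa5* (-1.32), *Creld2* (-1.53) and *Ddit3* (-1.34) were chosen after their values were seen. The 22 ATF4 target genes had a median of -0.57, with 20 lower (camera, adjusted p = 2.48e-10, held under fry), 1 with an adjusted p under 0.05 over all genes and 15 when adjusted over the list alone, against 14 over all genes by limma-voom. The 14 stress genes whose values had not been seen when the list was made, and which are not partner mRNAs, had a median of -0.89 at percentile 0 of matched random lists, which argues against a trend with expression level or gene length, and the 16 such ATF4 target genes had a median of -0.48. A difference between the cultures in medium or density could lower these genes as well, and the fall of -0.96 cannot be told apart from an effect of *Nat10* knockdown, since each group is its own set of cultures.

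All 25 partner mRNAs were lower. Because the study picked them for falling in these libraries, their median of -0.62 was set against 10000 random lists, matched on expression level, from 992 of the 1090 genes that the authors' table calls lower, namely the protein-coding ones tested here with a known exon length, the called partners among them. The medians of these lists had a median of -0.45 and lay between -0.56 and -0.38 in the central 95%. The partner median lay at percentile 0.13 of those lists. The choice may still explain it, because 18 of the 25 partners have an adjusted p under 0.05 in the authors' table against 38.8% of the genes drawn from, so the choice and an effect on partners cannot be told apart. The 5 partners that belong to the endoplasmic reticulum stress or ATF4 lists are not the reason, as the other 20 had a median of -0.62.

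The cytosolic ribosomal protein genes had a median at percentile 0 of the random lists matched on expression level and gene length, which argues against a trend with these. The median was -0.25 after quantile normalization, so the fall held under that setting. Median-ratio rescaling (-0.22) cannot test this, because its factors were between 0.998 and 1.006. Scaled to the same FPKM total, the median was 0.29, or -0.20 relative to all genes. That relative value cannot test it either, because it takes out a shift shared by all genes. As deposited, the median was -0.13 without shNC replicate 2, and a biological explanation was not tested.

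*Gm42418* and *CT010467.1* were lower in shNAT10, and so was *Lars2* (log2 fold change -1.01), chosen after its values were seen. Carry-over of rRNA that differs between libraries is a candidate explanation, since *Gm42418* differed by 0.72 on the log2 scale between shNC-1 and shNC-2, which carry the same shRNA. *Gm26917*, also among the rRNA-related loci, was lower too (log2 fold change -0.32), though it differed by only -0.01 between these libraries. For all these loci carry-over cannot be told apart from an effect of the knockdown, because only 2 libraries per group were made. The RT-qPCR primers that Table S1 gives for *Gm26917* match chromosome 17 from 39847976 to 39848098, a product of 123 bp inside *CT010467.1* and *Gm42418* and beyond the annotated *Gm26917*, whereas its acRIP-qPCR and RT-PCR primers match *Gm26917*. The RT-qPCR primers given for *Gm42418* match *CT010467.1* from 39846674 to 39846875, ahead of the start of *Gm42418* at 39846958. The RT-qPCR of *Gm26917* may therefore follow RNA of the stretch annotated as rRNA. It may also follow a *Gm26917* transcript longer than the annotated one, as the numbering of the probes in Table S4 implies. Such a transcript would itself run through the stretch annotated as rRNA, so the 2 readings do not exclude each other.

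On FPKM without a log, libraries of different groups had r between 0.997 and 0.999. Without the single gene of highest FPKM the range was 0.793 to 0.963, and without the 10 highest its lowest value was 0.916, so a few genes with most of the FPKM are consistent with the values near 1.

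Markers of leukocytes were abundant in all 4 libraries and those of germline stem cells were near 0. The median FPKM was 0.0845 for 13 germline stem cell markers, of which *Ifitm3* (23.1), *Kit* (18.9) and *Etv5* (4.97) were over 1 FPKM, and *Dazl*, *Dppa3* and *Pou5f1* were listed at 0. For 12 pan-leukocyte genes it was 16.6, with *Cd53* at 154, *Coro1a* at 148, *Srgn* at 102, *Lcp1* at 93.7 and *Ptprc* at 15.4. *Cpa3* (262), *Il1rl1* (123) and *Gata2* (35.9) of the mast cell list were abundant, though the list of 15 genes had a median of 0.267 with 6 genes over 1 FPKM. The fibroblast list had a median of 2.56, with *Vim* at 46.6, *Dcn* at 40.0 and *Col1a1* at 0.555. The single genes were picked out after their values were seen. *Kit* is in both the germline and the mast cell list, and *Kit* and *Lcp1* are also partner mRNAs of the study. Leukocytes as a small part of a germline culture are argued against by the germline median of 0.0845, feeder fibroblasts as the main source by the fibroblast median of 2.56 and *Col1a1* at 0.555, and mature mast cells as the main source by the median of 0.267. *Xist*, which female somatic cells express, had 8 fragments over the 4 libraries, and the Y-linked *Ddx3y* had 2, so these genes leave the sex of the cells open. RNA of other cells than those named in the labels may be present. The germline median of 0.0845, with *Pou5f1* at 0 and *Ddx4* at 2 fragments, argues against cells that express the germline list as the main source. Of its 13 markers, 3 were over 1 FPKM. Whether cultured FGSCs without most of these markers express the leukocyte genes, with their median of 16.6, cannot be told, since no reference for these cells was at hand.

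Among the marker lists, camera called only the pan-leukocyte list. The pan-leukocyte genes had a median log2 fold change of -0.22 (adjusted p = 0.0125, held under fry), with -0.12 without shNAT10 replicate 1 and -0.38 without shNAT10 replicate 2. For the 6 germline stem cell markers tested the median was 0.49 (adjusted p = 0.835, with camera's direction down). The genes behind this median, *Zbtb16*, *Id4* and *Gfra1*, have a mean of 0.441 FPKM or less, whereas of the 3 markers over 1 FPKM *Kit* (-0.60) and *Etv5* (-0.84) passed the unadjusted threshold as lower and *Ifitm3* did not pass it. For the fibroblast markers it was 0.09 (adjusted p = 0.185, called higher by fry alone), but -0.000238 without shNC replicate 2 and 0.25 without shNAT10 replicate 2. Meiosis genes had 0.30 (adjusted p = 0.388) and between 0.20 without shNAT10 replicate 1 and 0.58 without shNAT10 replicate 2, granulosa cell markers 0.36 (adjusted p = 0.185) and between 0.19 without shNC replicate 2 and 0.54 without shNC replicate 1. Mast cell markers had 0.04 (adjusted p = 0.725) and ranged from -0.12 without shNC replicate 1 to 0.36 without shNAT10 replicate 1. Macrophage markers had -0.04 (adjusted p = 0.770) and ranged from -0.26 without shNC replicate 1 to 0.09 without shNC replicate 2. Of lists with at most 4 genes tested, the median was 0.33 for neutrophils (adjusted p = 0.329) and 1.24 without shNAT10 replicate 1, 0.20 for B cells (adjusted p = 0.812) and -0.05 without shNC replicate 2, -0.20 for T cells (adjusted p = 0.770) and -0.11 without shNC replicate 1, -0.61 for erythroid cells (adjusted p = 0.185) with -0.13 without shNAT10 replicate 1 and -1.01 without shNAT10 replicate 2, and -0.74 for the 1 oocyte gene tested. The mitochondrial ribosomal protein genes had 0.07 (adjusted p = 0.835) and -0.00405 without shNC replicate 1. All 25 S-phase genes, with those seen before the list was made, had 0.42 (adjusted p = 2.48e-10, held under fry), with 0 of 25 at an adjusted p under 0.05 over all genes, 14 past the unadjusted threshold, 4 adjusted over the list alone and 11 over all genes by limma-voom. The rRNA-related loci had -0.32 (adjusted p = 0.878), and fry alone called them lower.

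The sample labels describe isolation of mRNA by its poly(A) tail and the methods describe rRNA depletion. Histone mRNAs, which lack a tail, had a median of 121 FPKM against 3.48 FPKM for all protein-coding genes tested, which argues against poly(A)-selected libraries.

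Of the 88 genes with an adjusted p under 0.05, 21 had fewer than 10 fragments over the 4 libraries. In genes of so few fragments, replicates at 0 have no spread, which may bring such genes past the adjusted threshold.

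The 4 libraries can be split 2 against 2 in 3 ways. The real split gave 3267 DEGs and the others 549 and 463, so 1 of the 3 splits gave as many. With only 3 splits the share cannot fall low enough to tell the grouping from chance.

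*Spns2* (log2 fold change 2.89) and *Hist1h1a* (1.90), chosen after their values were seen, rose with an adjusted p under 0.05 by limma.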
